# Combinatorial control of gene expression in *Aspergillus niger* grown on sugar beet pectin

**DOI:** 10.1038/s41598-017-12362-y

**Published:** 2017-09-27

**Authors:** Joanna E. Kowalczyk, Ronnie J. M. Lubbers, Mao Peng, Evy Battaglia, Jaap Visser, Ronald P. de Vries

## Abstract

*Aspergillus niger* produces an arsenal of extracellular enzymes that allow synergistic degradation of plant biomass found in its environment. Pectin is a heteropolymer abundantly present in the primary cell wall of plants. The complex structure of pectin requires multiple enzymes to act together. Production of pectinolytic enzymes in *A*. *niger* is highly regulated, which allows flexible and efficient capture of nutrients. So far, three transcriptional activators have been linked to regulation of pectin degradation in *A*. *niger*. The L-rhamnose-responsive regulator RhaR controls the production of enzymes that degrade rhamnogalacturonan-I. The L-arabinose-responsive regulator AraR controls the production of enzymes that decompose the arabinan and arabinogalactan side chains of rhamnogalacturonan-II. The D-galacturonic acid-responsive regulator GaaR controls the production of enzymes that act on the polygalacturonic acid backbone of pectin. This project aims to better understand how RhaR, AraR and GaaR co-regulate pectin degradation. For that reason, we constructed single, double and triple disruptant strains of these regulators and analyzed their growth phenotype and pectinolytic gene expression in *A*. *niger* grown on sugar beet pectin.

## Introduction

Filamentous fungi secrete an arsenal of enzymes that decompose plant polymers such as storage (starch, inulin) and cell wall polysaccharides (cellulose, hemicellulose, pectin). These enzymes have been commercially used in many industrial applications, from food-processing (e.g. baking, cheese making) to biotechnology (e.g. conversion of lignocellulose to biofuel)^1^. Pectins are the most complex polysaccharides found in plant cell walls. They are composed of four structural elements: homogalacturonan (HGA), xylogalacturonan (XGA), rhamnogalacturonan I (RG-I) and rhmnogalacturonan II (RG-II)^2^. HG is a linear polymer of α-1,4-linked D-galacturonic acid units, which can be partially methyl esterified and acetylated. XGA is HG substituted with β-1,3-linked D-xylose units. RG-I contains a backbone of α-1,4-linked D-galacturonic acid and α-1,2-linked L-rhamnose units with large arabinan and arabinogalactan side chains attached to L-rhamnose residues. The backbone of RG-II consists of α-1,4-linked D-galacturonic acid units with side chains composed of at least 12 different sugars, including rare ones such as aceric acid, apiose and 3-deoxy-manno-octulosonic acid (KDO)^2,3^. The content and structure of pectin differ depending on plant species, tissue and even growth stage. Cell walls of some fruits (such as apple and citrus) and vegetables (sugar beet) are especially rich in pectin^2^. Despite the rather intricate composition, pectins are easily decomposed by several *Aspergillus* species^4,5^ (http://www.fung-growth.org). A genomic survey revealed that *Aspergillus niger* has over 60 genes encoding characterized and putative enzymes related to pectin degradation^6,7^. For comparison, only 18, 26 and 19 genes have been found in the genomes of *Podospora anserina*, *Trichoderma virens* and *Neurospora crassa* ^5,6,8^, respectively. Because of this extraordinary pectin degradation potential, pectinases from *A*. *niger* are commonly used in extraction, clarification and modification of fruit juices^9^.

*A*. *niger* regulates production of plant polysaccharide degrading enzymes at the transcriptional level to ensure that the right proteins are produced at the right time. Transcription Factors (TFs) are regulatory proteins that bind to conserved motifs upstream from the ATG and activate or repress gene expression. Several sugar-specific TFs have been identified in *A*. *niger* ^10^. These TFs themselves are activated by the presence and concentration of monomeric sugars or products thereof formed intracellularly. Those signal molecules might be released from complex polysaccharides by the action of enzymes, constitutively present at low levels. Some endo-polygalacturonases, such as PgaA, PgaB, are believed to “scout” the environment and release D-galacturonic acid^11^, while other studies suggested that the inducers are released by enzymes appearing due to a starvation response^12,13^. Large polysaccharides, such as pectin, have potential to release multiple inducers simultaneously. This will result in a complex transcriptional response including activation, repression and de-repression mechanisms mediated by several TFs.

So far, three transcriptional activators (GaaR, RhaR and AraR) and two transcriptional repressors (GaaX, CreA) have been linked to pectin degradation in *A*. *niger* ^14–18^. The main component of pectin, D-galacturonic acid, specifically up-regulates the expression of a subset of pectinolytic genes^17,19^. Further studies revealed that expression of those pectinases is controlled by GaaR and induced by 2-keto-3-deoxy-L-galactonate, an intermediate of the D-galacturonic acid catabolic pathway^14,20^. The majority of GaaR-dependent genes encode enzymes needed for decomposition of HG, such as exo-polygalacturonases (*pgaX*, *pgxA*, *pgxB*, *pgxC*), endo-polygalacturonases (*pgaI*, *pgaC*, *pgaE*), pectin methyl esterases (*pmeA*, *pmeB*, *pmeC*) and pectin lyases (*pelA*, *pelD*, *pelF*)^14^. Additionally, GaaR regulates expression of genes (putatively) involved in D-galacturonic acid uptake (*gatA*, NRRL3_08663, NRRL3_04281) and metabolism (*gaaA*, *gaaB*, *gaaC*, *gaaD/larA*)^14,21^. A conserved GARE motif CC[ACTG]CCAA was found in the promoters of all genes up-regulated in the presence of D-galacturonic acid^21^ and this regulatory element was shown to be essential for GaaR-dependent gene expression in *A*. *niger* ^18^.

Release, uptake and metabolism of another building block of pectin, L-rhamnose, is regulated by RhaR^15,22^. Gruben *et al*.^15^ showed that RhaR activates expression of genes encoding enzymes acting mainly on RG-I, such as exo-rhamnogalacturonases (*rgxA*, *rgxB*, *rgxC*), rhamnogalacturonan lyase (*rglB*), rhamnogalacturonan acetyl esterase (*rgaeB*), unsaturated rhamnogalacturonan hydrolase (*urhgA*) and α-rhamnosidases (NRRL3_02162, NRRL3_07520, NRRL3_04245, NRRL3_06304, NRRL3_03279). The third TF involved in pectin degradation, AraR, activates expression of genes encoding enzymes needed for L-arabinose release from RG-I side chains (*abfA*, *abfB*) and its metabolism (*larA/gaaD*, *ladA*, *lxrA*, *xdhA*, *xkiA*)^16^. While the AraR regulatory motif is currently not known, six conserved motifs were found in the promoters of AraR-regulated metabolic genes *in silico* ^23^. A recent study reported that expression of most pectinases is also affected by the D-galacturonic acid responsive repressor, GaaX, which was shown to be under control of GaaR in *A*. *niger* ^24^. The activator-repressor model proposed by Niu el al. (2017) states that expression of those genes is an effect of inducer binding to the GaaX repressor which is released from GaaR resulting in GaaR to become active. Several D-galacturonic acid-induced pectinolytic genes (*pgaI*, *pgaII*, *pgaC*, *pgaE*, *pelB*, *pelC*, *plyA*, *rhgA*, *rgaeA*) were also shown to be under control of the general carbon catabolite repressor, CreA^17,18^.

Regulation of eukaryotic gene expression often involves several TFs, resulting in a combined effect^25^. Understanding the cooperative action of sugar-specific TFs in the regulatory network and how they affect gene expression in filamentous fungi has been a challenge and so far only a few studies have addressed this topic. In *A*. *nidulans*, AraR and XlnR were shown to co-regulate metabolic genes involved in pentose catabolism, while GalR, AraR and XlnR co-regulate D-galactose conversion^26,27^. Another study showed that an interaction of two TFs, ClrB and McmA, is necessary for regulation of the endoglucanase encoding genes *eglA* and *eglB* in *A*. *nidulans* ^28^, while in *A*. *niger*, expression of *cbhA*, *eglC* and *xynA* was shown to be co-dependent on both XlnR and ClrB^29^.

The aim of this study was to better understand the contribution of the transcriptional activators GaaR, RhaR and AraR in regulating pectin degradation in *A*. *niger*. For this, single, double and triple mutants of g*aaR*, *rhaR* and *araR* were constructed and their phenotype and transcriptional response on pectin was analyzed. Moreover, this study provides more insight into combinatorial control of pectinolytic gene expression and suggests genes regulated by two and/or three TFs.

## Results and Discussion

### All *A*. *niger* strains in which *gaaR* is deleted have reduced growth on pectin

To study the relative contribution of GaaR, AraR and RhaR in regulation of pectin degradation, single, double and triple deletion strains of those TFs (listed in Table 1) were constructed and verified by Southern blotting. The phenotype of the reference strain and regulatory mutants was then compared on monomeric and polymeric carbon sources (Fig. 1).

**Table 1:** *A*. *niger* strains used in this study.

Strain ID	CBS accession number	Genotype	Reference
N402	141247	*cspA1*	53
N593 Δ*kusA* (Reference strain)	138852	*cspA1*, *pyrG* ^−^, *kusA::amdS*	54
Δ*gaaR*	141258	*cspA1*, *pyrG* ^−^, *kusA::amdS*, *ΔgaaR*::*pyrG*	14
Δ*araR*	142671	*cspA1*, *pyrG* ^−^, *kusA::amdS*, *ΔaraR*::*hph*	This study
Δ*rhaR*	137440	*cspA1*, *pyrG* ^−^, *kusA::amdS*, *ΔrhaR::pyrG*	15
Δ*araR*Δ*gaaR*	142672	*cspA1*, *pyrG* ^−^, *kusA::amdS*, *ΔgaaR::pyrG*, *ΔaraR*::*hph*	This study
Δ*araR*Δ*rhaR*	142673	*cspA1*, *pyrG* ^−^, *kusA::amdS*, *ΔrhaR::pyrG*, *ΔaraR*::*hph*	This study
Δ*gaaR*Δ*rhaR*	142674	*cspA1*, *pyrG* ^−^, *kusA::amdS*, *ΔrhaR::pyrG*, *ΔgaaR::hph*	This study
Δ*gaaR*Δ*araR*Δ*rhaR*	142675	*cspA1*, *pyrG* ^−^, *kusA::amdS*, *ΔrhaR::pyrG*, *ΔaraR*::*hph*, *ΔgaaR::phle*	This study

**Figure 1:**
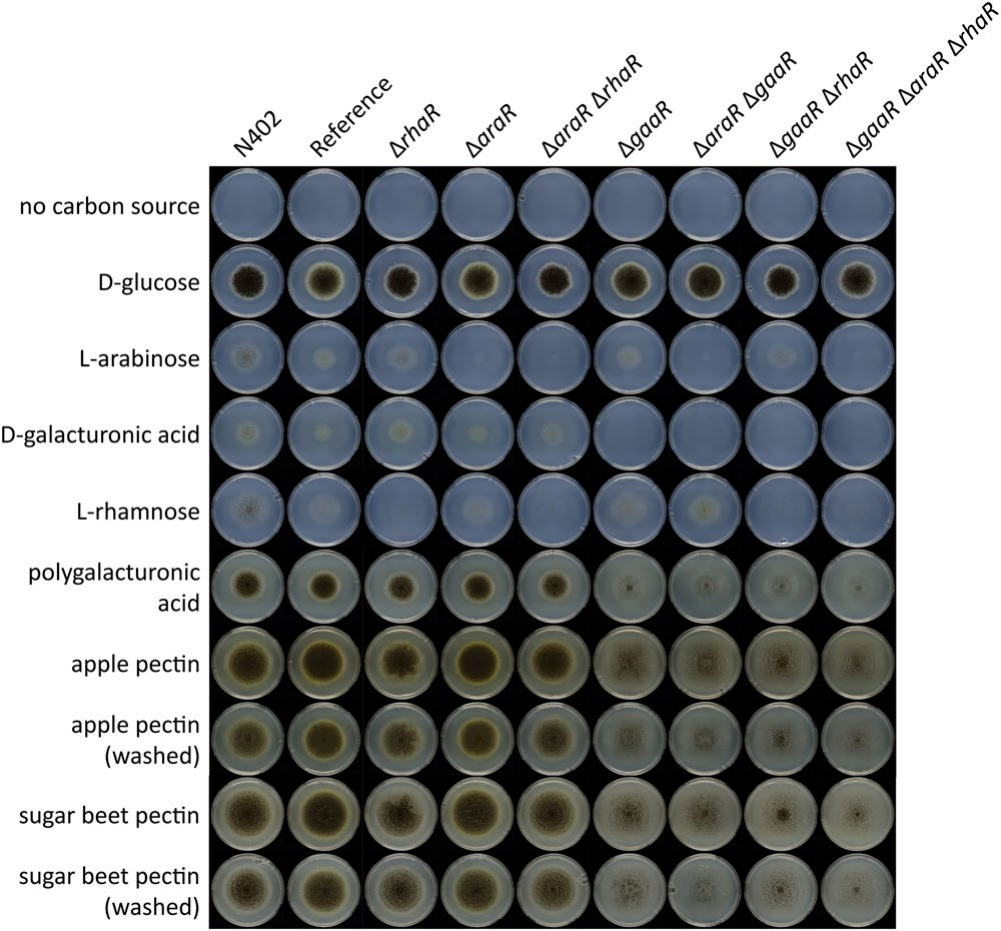
Phenotypic analysis of *A*. *niger* reference strain and regulatory mutants on pectin and pectin-related carbon sources.

The growth on D-glucose was used as an internal control and was similar in all the strains. Growth was abolished in the triple mutant, Δ*gaaR*Δ*araR*Δ*rhaR*, on D-galacturonic acid, L-arabinose and L-rhamnose because conversion of those monosaccharides relies on GaaR, AraR and RhaR, respectively^14–16^. Reduction in growth and sporulation on polygalacturonic acid (PGA), apple pectin (AP) and sugar beet pectin (SBP) was observed in all strains where *gaaR* was deleted (Fig. 1), most strongly in the triple mutant, Δ*gaaR*Δ*araR*Δ*rhaR*. This might be explained by (1) co-dependency of pectinolytic gene expression on GaaR, AraR and RhaR, or (2) abolished metabolism of D-galacturonic acid, L-arabinose and L-rhamnose, which contributes to reduced growth. Reduction in sporulation on pectin was more pronounced in the Δ*araR*Δ*gaaR* and Δ*gaaR*Δ*rhaR* double mutants than in the Δ*gaaR* single mutant. Among the double mutants, the phenotype of the Δ*araR*Δ*gaaR* was altered more strongly, suggesting that AraR has more influence in regulating pectin degradation than RhaR. The growth of Δ*araR*Δ*rhaR* on PGA, AP and SBP was similar to the reference strain confirming that GaaR is the main TF involved in pectin degradation.

### The triple mutant has a reduced ability to hydrolyze pectin

To evaluate the hydrolytic activity of the *A*. *niger* reference strain and regulatory mutants against pectin, the culture filtrates of those strains grown on SBP for 8 h were used for saccharification and the enzyme products were identified with HPLC. Analysis of carbohydrate monomers released from SBP by the filtrate of the reference strain showed that D-galacturonic acid, L-arabinose and D-galactose, but not L-rhamnose, were produced.

The hydrolytic activities necessary for D-galacturonic acid release from SBP were reduced in all Δ*gaaR* mutants (Fig. 2A), which can be explained by the fact that GaaR controls the expression of most genes encoding enzymes that act on HG^14^. An increased amount of D-galacturonic acid was detected in the culture filtrate of Δ*araR*Δ*rhaR*, but not in the single Δ*araR* or Δ*rhaR* mutants. Transcriptome data showed that several exo- and endo-galacturonases are up-regulated in these strains, and the strongest effect was observed in the double mutant (see below). 

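RNA-seq libraries of the 8 h cultures gave expression in FPKM for 2 replicates per strain, reported as mean ± SD (n = 2). Differences were tested on the authors' expected counts with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with log2 fold changes and their standard errors (SE) from the same fit. A gene was called when its adjusted p was at most 0.05 and its mean FPKM differed more than 1.5-fold. Of the 11 genes for endo- and exo-polygalacturonases, 6 were called higher and 1 lower in Δ*araR*. In Δ*rhaR*, 4 were called higher and 2 lower. The largest increase in Δ*araR* was that of *pgaI* (NRRL3_02571), from 275 ± 31.5 FPKM in the reference strain to 2576 ± 397 (log2 fold change 3.29, SE 0.19, adjusted p = 1.3e-08). That gene was lower in Δ*rhaR*, at 98.9 ± 28.1 FPKM (log2 fold change −1.36, SE 0.19, adjusted p = 4.9e-05). In Δ*rhaR* the largest increases were those of *pgaC* (NRRL3_08805), with 110 ± 33.2 FPKM (log2 fold change 2.40, SE 0.22, adjusted p = 7.2e-07), and *pgxA* (NRRL3_09810), with 64.8 ± 4.85 FPKM (log2 fold change 2.28, SE 0.21, adjusted p = 1.3e-06). The mean FPKM in the reference strain were 22.5 ± 9.01 for *pgaC* and 14.4 ± 2.09 for *pgxA*. The Δ*araR*Δ*rhaR* strain was not analysed here.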

The residual amount of D-galacturonic acid released in the case of the triple mutant might be caused by the action of constitutively expressed pectinases, which are essential for release of the first signal molecules.

**Figure 2:**
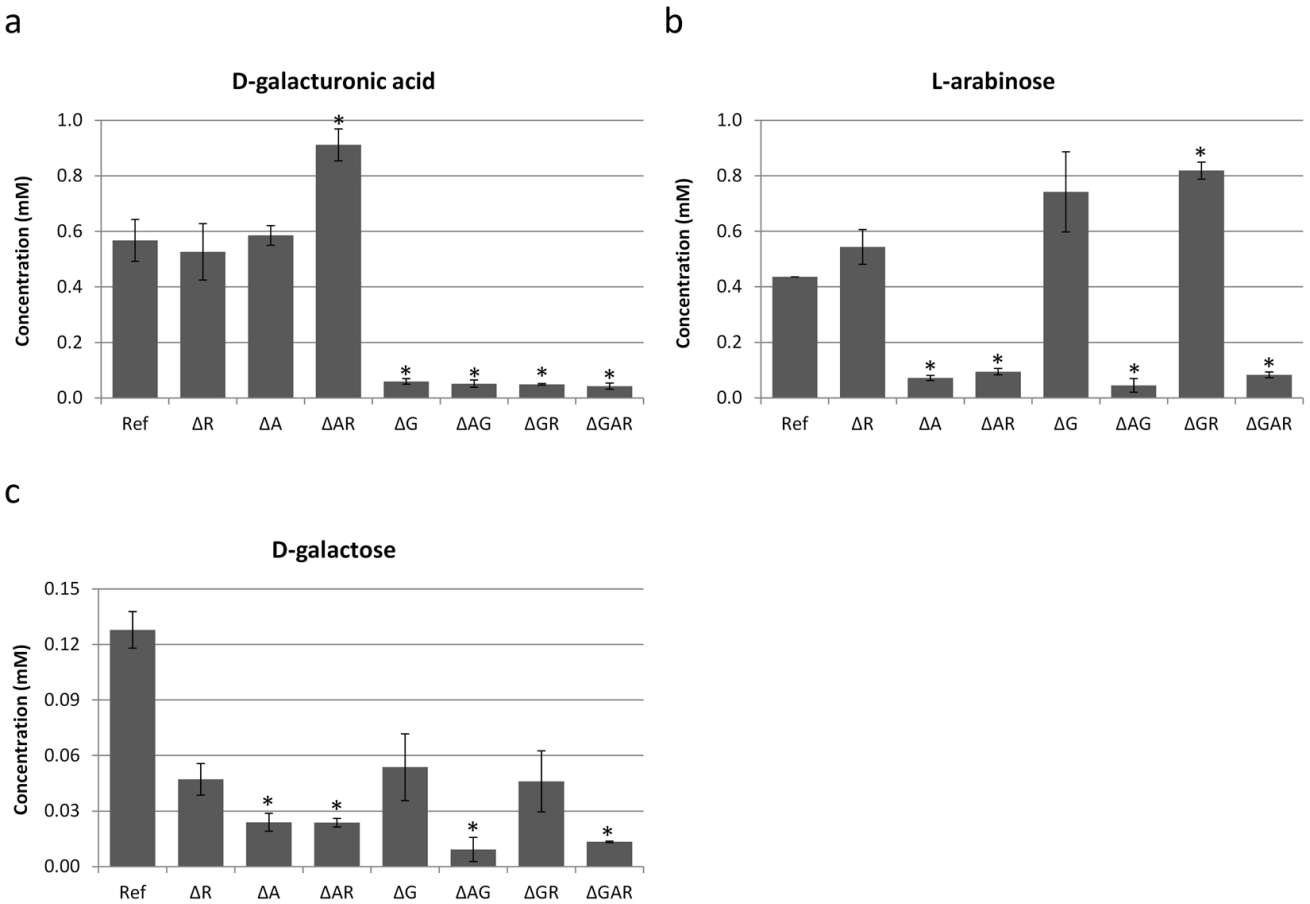
Monomeric sugars released from 3% SBP with crude extracellular enzyme mix from 8 h cultures of *A*. *niger* reference strain and regulatory mutants. Significant changes (*P*-values ≤ 0.05) between the mutant and the reference strain were indicated by an asterisk.

The hydrolytic activities resulting in L-arabinose release from pectin was reduced in all strains in which *araR* was deleted (Fig. 2B). Interestingly, the Δ*gaaR*Δ*rhaR* culture filtrate released more L-arabinose than that of the reference strain. This correlates with increased expression of genes encoding L-arabinose releasing enzymes (*abfB*, *abnA*, *abnB*) (see below). 

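In the Δ*gaaR*Δ*rhaR* libraries of the 8 h cultures, *abfB* (NRRL3_03768) was at 3970 ± 470 FPKM, against 1951 ± 109 in the reference strain (log2 fold change 1.38, SE 0.40, adjusted p = 5.8e-03). Expression of *abnA* (NRRL3_00092) was 6446 ± 1065 FPKM against 95.3 ± 3.06 (log2 fold change 6.44, SE 0.56, adjusted p = 4.4e-08). For *abnB* (NRRL3_06141), it was 12.7 ± 1.53 against 6 ± 0.247 FPKM (log2 fold change 1.44, SE 0.21, adjusted p = 2.0e-05). Each of the 3 genes was also called higher in Δ*gaaR*Δ*rhaR* than in Δ*rhaR*, with log2 fold changes of 1.60, 7.23 and 1.19. Among *abfA*, *abfB*, *abfC*, *abnA*, *abnB*, *abnC* and *abnD*, 4 were called higher and 2 lower in Δ*gaaR*Δ*rhaR*. One of the lower genes was *abfA* (NRRL3_01606), with 80.6 ± 19.5 FPKM (log2 fold change −1.01, SE 0.40, adjusted p = 3.3e-02, not called under DESeq2).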

The residual amount of L-arabinose in the case of the triple mutant might be released by (1) action of arabinanolytic enzymes regulated by other TFs, e.g. XlnR^30^, (2) action of arabinanolytic enzymes which are constitutively expressed.

The culture filtrates of the GaaR, AraR and RhaR regulatory mutants were able to release D-galactose from SBP (Fig. 2C). However, the amount of D-galactose was considerably reduced in the case of all Δ*araR* mutants compared to the reference strain (Fig. 2C). This might be linked to the reduction of expression of three β-galactosidases (*lacA*, *lacB*, *lacC*) in most strains in which AraR was deleted (see below).

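At 8 h, *lacA* (NRRL3_02630) was at 906 ± 0.106 FPKM in the reference strain and 343 ± 1.43 in Δ*araR* (log2 fold change −1.34, SE 0.28, adjusted p = 1.7e-03). For *lacB* (NRRL3_02479), expression fell from 116 ± 7.42 to 29.4 ± 0.113 FPKM (log2 fold change −1.91, SE 0.17, adjusted p = 5.3e-07). It fell for *lacC* (NRRL3_11738) from 71.7 ± 6.84 to 7.15 ± 1.24 FPKM (log2 fold change −3.26, SE 0.16, adjusted p = 2.3e-09). All 3 genes were called lower in Δ*araR*Δ*gaaR* and Δ*gaaR*Δ*araR*Δ*rhaR* as well, with log2 fold changes of −1.14 and −1.09 for *lacA*, −3.36 and −3.31 for *lacB*, and −4.91 and −4.15 for *lacC*. In Δ*gaaR*Δ*rhaR*, which carries *araR*, *lacB* (−2.94) and *lacC* (−3.59) were called lower and *lacA* was not (0.33).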

We were not able to detect any free L-rhamnose, which indicates that enzymatic activities needed to release it from SBP lack in the culture filtrates harvested after 8 h of growth. This correlates with the transcriptome data, which showed that the majority of genes encoding rhamnose-releasing enzymes were lowly expressed (FPKM 1–20) in the reference strain grown on SBP for 2 and 8 h (see below). 

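Of the 8 genes listed as α-rhamnosidases, 4 had a mean under 1 FPKM in the reference strain at 2 h, 2 lay from 1 to 20 FPKM and 2 above 20. At 8 h the numbers were 4, 3 and 1. Expression was highest for NRRL3_02162 at 2 h, with 66.8 ± 18.8 FPKM, and for NRRL3_10557 at 8 h, with 58.9 ± 3.77 FPKM. The median over the 8 genes was 6.4 FPKM at 2 h and 1.13 at 8 h.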

Taking into account that L-rhamnose is located in the backbone of heavily branched RG-I, appearance of these activities may require prolonged cultivation time of the strains on SBP before harvesting.

### GaaR, AraR and RhaR all contribute to regulation of pectinolytic genes

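Strains pre-grown in liquid medium were transferred to medium with SBP, and mycelium was sampled after 2 and 8 h for RNA-seq. The libraries analysed here were 2 replicates at each time point of the reference strain and 6 mutants, Δ*araR*, Δ*gaaR*, Δ*rhaR*, Δ*araR*Δ*gaaR*, Δ*gaaR*Δ*rhaR* and Δ*gaaR*Δ*araR*Δ*rhaR*, which makes 28 libraries. The authors mapped single-end reads of 51 bases to the *A. niger* NRRL3 genome, removed reads that mapped to more than one place, and deposited for each library the expected count and the FPKM of each gene from RSEM. The expected counts of a library summed to between 4521769 and 4932268, fewer than the reads per sample that the paper gives, and the values reported here rest on those counts. At 2 h the median totals per strain ran from 4680483 counts in Δ*gaaR*Δ*araR*Δ*rhaR* to 4905738 in Δ*rhaR*, with 4859818 in the reference strain. At 8 h they ran from 4580253 in Δ*gaaR*Δ*araR*Δ*rhaR* to 4774002 in the reference strain. A library listed between 10662 and 10968 genes, and genes without reads were not listed and were set to 0. The expected counts, rounded to whole numbers, were scaled by TMM, filtered with filterByExpr and fitted with 1 mean per strain over the 14 libraries of a time point. In all, 9806 genes were tested at 2 h and 10007 at 8 h. With 2 replicates per strain the spread was estimated across all 14 libraries. The common biological coefficient of variation was 0.207 at 2 h and 0.106 at 8 h, which let smaller differences be called at 8 h. Where a group had at most 3 counts in both libraries, the fold is given as a lower bound against 3 counts. All 6 mutants were compared with the same 2 reference libraries, which therefore enter every comparison. Libraries were simulated in 20 draws of 6 unchanged strains against 1 reference. The mean number of genes called in the strain with the most calls was 0.3 at 2 h and 1.5 at 8 h. Each gene was drawn independently, so a shift shared by many genes of a culture was not simulated. According to Table 1 the reference strain and Δ*araR* lack *pyrG*, and the other 5 mutants carry it.

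**Figure D1:**
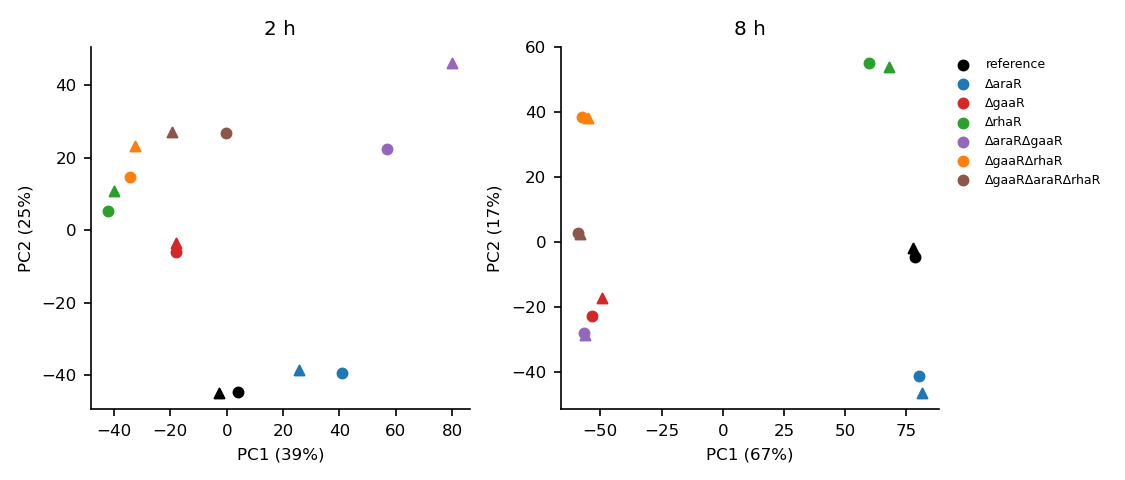
Principal components of the libraries at 2 h (left) and 8 h (right), from log2(FPKM + 1), with the share of the variance on each axis in percent. Each point is a library, circles for replicate a and triangles for replicate b.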

To gain insight into the regulation of pectin-degrading enzymes, the transcriptome response during growth on SBP was analyzed in the single, double and triple mutants of GaaR, AraR and RhaR. We focused on previously described^19^ and putative (www.cazy.org) genes encoding enzymes involved in pectin degradation and metabolism of released monomers, because their expression is directly linked to survival of the mutants on SBP. This approach allowed identification of genes co-dependent on two and three TFs. A cut-off of fold change > 1.5 between the FPKM values of the mutants and the reference strain and a *P*-value ≤ 0.05 were used to identify differentially expressed genes. 

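With these thresholds, 168 genes were called in Δ*araR* at 2 h, 17 of them higher, and 2288 at 8 h, 986 of them higher. In Δ*gaaR* the counts were 781 at 2 h (329 higher) and 5384 at 8 h (2556 higher), and in Δ*rhaR* 1613 (687 higher) and 1943 (1079 higher). In Δ*araR*Δ*gaaR*, 3697 genes were called at 2 h (1876 higher) and 5747 at 8 h (2885 higher). In Δ*gaaR*Δ*rhaR*, 1786 (840 higher) and 5904 (2455 higher) were called, and in Δ*gaaR*Δ*araR*Δ*rhaR* 2372 (1128 higher) and 5815 (2539 higher). With the fold change taken from fitted counts in place of mean FPKM, more genes were higher than lower at 8 h in Δ*gaaR* (2754 against 2546), Δ*gaaR*Δ*rhaR* (3018 against 2917) and Δ*gaaR*Δ*araR*Δ*rhaR* (2898 against 2801). Relative to its size, the count that moved most with the processing was that of Δ*araR* at 2 h, which was 512 when the spread was estimated over all 28 libraries. Among the called genes with a mean of at least 20 FPKM, the largest increase at 2 h in Δ*gaaR* was that of NRRL3_04647, from 0.785 ± 0.474 (replicates 1.12 and 0.45) to 31.7 ± 2.45 FPKM (log2 fold change 5.23, SE 0.47, adjusted p = 7.1e-05). It also had one of the 2 largest increases in Δ*rhaR* and in Δ*gaaR*Δ*rhaR*. At 8 h, NRRL3_00068 rose from 18.1 ± 2.84 FPKM in the reference strain to 20140 ± 392 in the triple mutant (log2 fold change 10.33, SE 0.25, adjusted p = 8.5e-14) and was among the 2 largest increases in Δ*gaaR* and Δ*gaaR*Δ*rhaR*. NRRL3_02998 fell from 439 ± 47.8 to 1.65 ± 0.686 FPKM in Δ*gaaR* at 8 h (log2 fold change −7.93, SE 0.28, adjusted p = 2.9e-12).

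**Figure D2:**
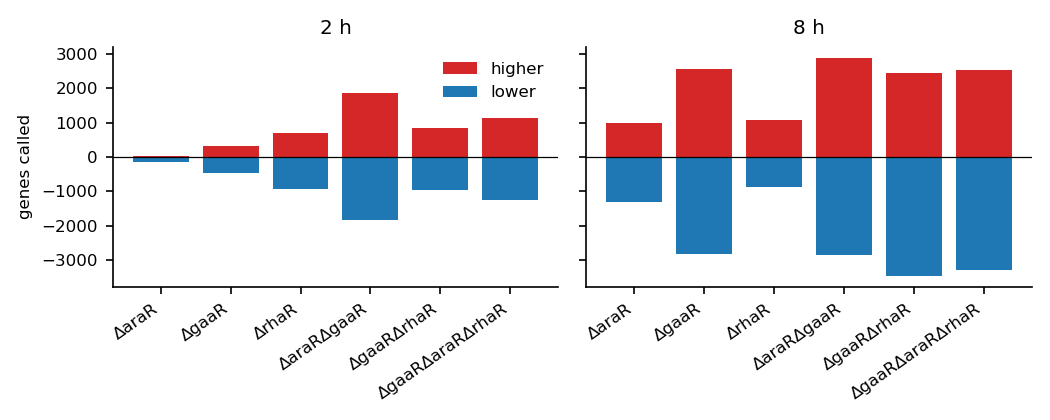
Genes called higher (bars above 0) and lower (bars below 0) in each mutant against the reference strain after 2 and 8 h on SBP. By the edgeR test shown, most genes were called in Δ*araR*Δ*gaaR* at 2 h (3697) and in Δ*gaaR*Δ*rhaR* at 8 h (5904). With DESeq2, Δ*gaaR*Δ*rhaR* was not first at 8 h, with 2402 higher and 3008 lower. Δ*araR*Δ*gaaR* then had 2763 higher and 2709 lower.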

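In the strains without *gaaR* (NRRL3_08195), a library held at most 9 expected counts of the gene at 2 h and 7 at 8 h, whereas a library of a strain that carries it held at least 1360 and 456. For *araR* (NRRL3_07564) the limits were at most 2 and 5 counts without the gene, and at least 266 and 111 with it. For *rhaR* (NRRL3_01496) they were at most 6 and 4, and at least 161 and 56. In FPKM, the highest mean without the gene was 0.735 for *gaaR*, 0.34 for *araR* and 0.44 for *rhaR*.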

Expression of *gaaR*, *araR* and *rhaR* was abolished in all corresponding mutants confirming that the correct gene deletions were made (Supplementary dataset S1). 

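The *gaaR* transcript was at 138 ± 18.8 FPKM in Δ*araR* and 279 ± 10.9 in the reference strain at 2 h (log2 fold change −1.20, SE 0.22, adjusted p = 1.7e-02). At 8 h it was 43.5 ± 1.29 against 60 ± 6.17 FPKM (log2 fold change −0.40, SE 0.16, adjusted p = 6.9e-02). The change between the time points did not pass the threshold (difference in log2 fold change 0.80, SE 0.29, adjusted p = 8.0e-02), though it did under DESeq2 and with only Δ*araR* and the reference strain fitted. In Δ*rhaR*, *gaaR* was not called at 2 h (log2 fold change 0.10). Of the 25 pectinolytic genes called lower in every *gaaR* deletion strain at 2 h, 18 were also called lower in Δ*araR*, where *gaaR* is present. Among the genes for D-galacturonic acid conversion, *gaaA* (NRRL3_05650) fell to 738 ± 435 (replicates 431 and 1046) FPKM in Δ*araR* (log2 fold change −2.03, SE 0.38, adjusted p = 1.8e-02, not called under the fit of the 2 groups alone).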

Interestingly, expression of *gaaR* was 2-fold reduced (*P*-value 4E-05) in the Δ*araR* strain after 2 h of growth on SBP, which resulted in an indirect effect on the expression of GaaR-dependent genes.

The influence of *gaaR*, *araR* and *rhaR* deletions on expression of pectinolytic genes was analyzed over time (2 and 8 h). After 2 h on SBP, expression of 37 genes (49%) was regulated by at least one of the TFs tested, 29 genes (38%) were not regulated by any of the TFs and 10 genes (13%) were considered not expressed (FPKM < 1) (Supplementary dataset S2). 

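Of the 77 pectinolytic genes in Supplementary dataset S2, 76 were analysed, and a gene was counted as dependent on a TF when it was called lower in every analysed strain without that TF. At 2 h, 25 genes were GaaR-dependent, 27 AraR-dependent and 4 RhaR-dependent. In all, 35 genes depended on at least 1 TF, 9 had a mean under 1 FPKM in the reference strain, and 32 belonged to neither set. With p-values adjusted over the list alone, the counts were 28 for GaaR, 33 for AraR, 4 for RhaR and 35 for at least 1 TF. Simulated unchanged strains that shared the reference libraries gave a mean of 0 dependent genes at either time point in 20 draws. Each gene was drawn independently, so the simulation does not measure the risk from a shift shared by co-regulated genes of a culture. Without the rule, 48 genes were called lower in at least 1 of the 6 mutants. The AraR count moved most with the fit, to 20 when only the 2 groups compared were fitted and to 32 with all 28 libraries. By overlap, 17 genes depended on GaaR and AraR, 2 on GaaR and RhaR, and 1, *pelD*, on all 3 TFs. The other *araR* and *rhaR* deletion strains analysed also lack *gaaR*. A GaaR-dependent gene therefore joined the AraR set by its call in Δ*araR* alone, and the RhaR set by that in Δ*rhaR* alone. A further 5 genes depended on GaaR alone, 9 on AraR alone and 1, NRRL3_03279, on RhaR alone.

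**Figure D3:**
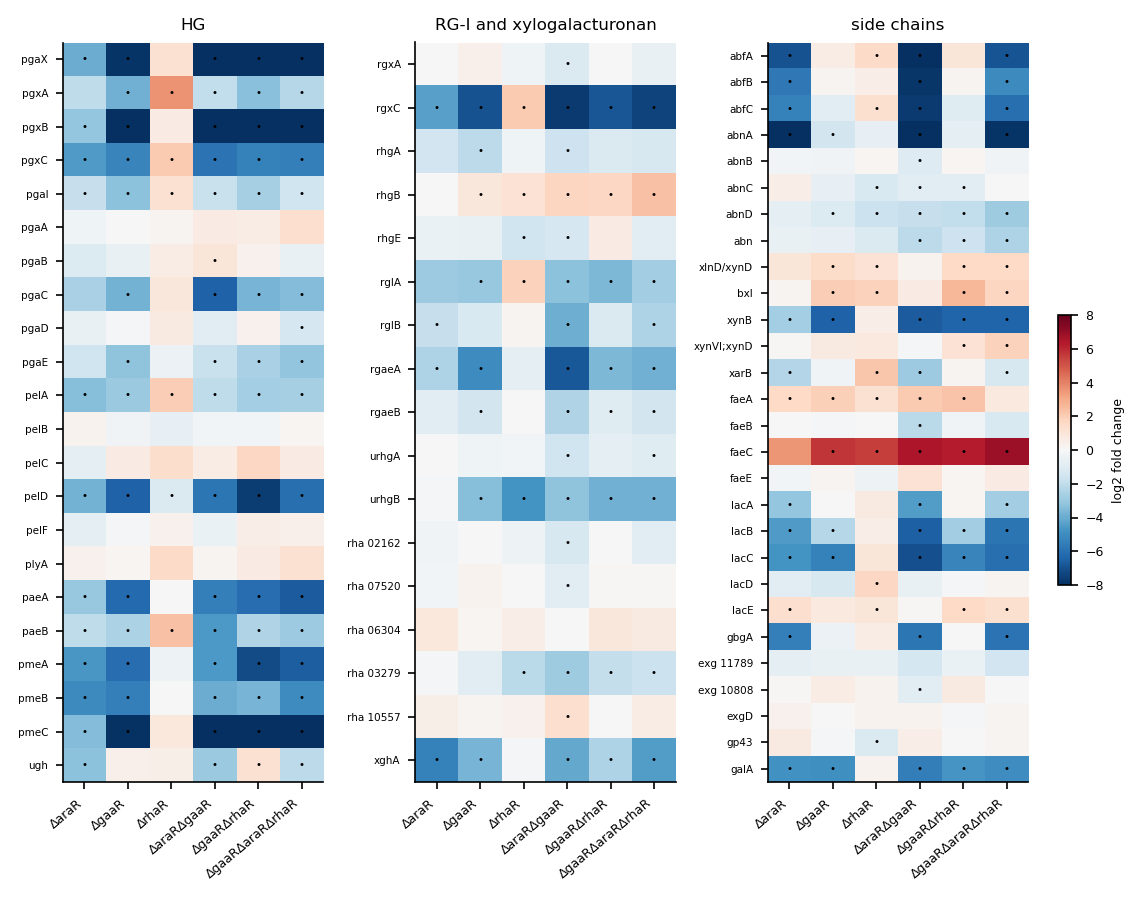
Log2 fold changes of the pectinolytic genes tested in each mutant against the reference strain after 2 h on SBP, with genes grouped by the polymer they act on and mutants in columns. A dot marks a call.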

The majority of the genes encoding HG-active enzymes were down-regulated in all strains where *gaaR* was deleted confirming that GaaR is the main TF regulating D-galacturonic acid release from pectin (Figs 3A and 4). 

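Of the 23 genes for HG-active enzymes, 14 were called lower in all 4 *gaaR* deletion strains at 2 h, 12 in all 3 *araR* deletion strains and 1 in all 3 *rhaR* deletion strains. The exo-polygalacturonase gene *pgaX* (NRRL3_03144) fell from 1160 ± 541 FPKM in the reference strain to 5.36 ± 0.735 in Δ*gaaR* (log2 fold change −7.81, SE 0.64, adjusted p = 3.6e-05). For *pgxB* (NRRL3_08281) the means were 1315 ± 485 and 4.77 ± 1.94 FPKM (log2 fold change −8.17, SE 0.63, adjusted p = 2.5e-05). They were, for *pmeC* (NRRL3_05252) 1448 ± 419 and 6.32 ± 2.65 FPKM (log2 fold change −7.90, SE 0.65, adjusted p = 3.9e-05). In Δ*araR* the log2 fold changes were −3.97 for *pgaX*, −3.08 for *pgxB* and −3.47 for *pmeC*, and the fit of the 2 groups alone did not call *pgxB* and *pmeC*. The means in Δ*araR* were 84.2 ± 65 (replicates 38.2 and 130), 177 ± 122 (replicates 90.6 and 263) and 148 ± 112 (replicates 68.3 and 227) FPKM. The lowest reference level among the 14 genes was that of *pgxA*, at 3.46 ± 0.219 FPKM. From the lower expression of most HG-active genes in every strain without *gaaR*, the paper concludes that GaaR is the main TF for release of D-galacturonic acid from pectin.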

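The putative unsaturated glucuronyl hydrolase gene NRRL3_01739, listed as *ugh*, was at 89.2 ± 5.9 FPKM in the reference strain at 2 h and 10.3 ± 3.51 in Δ*araR* (log2 fold change −3.29, SE 0.32, adjusted p = 1.2e-04). It was at 11.7 ± 7.1 (replicates 16.7 and 6.7) FPKM in Δ*araR*Δ*gaaR*, with a log2 fold change of −2.97, against −2.07 in Δ*gaaR*Δ*araR*Δ*rhaR*, and it was called higher in Δ*gaaR*Δ*rhaR*, at 206 ± 22.7 FPKM (log2 fold change 1.22, SE 0.28, adjusted p = 1.1e-02).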

One gene (NRRL3_01739), encoding a putative unsaturated glucuronyl hydrolase, was down-regulated in all *araR* deletion strains (Fig. 4 Cluster C). 

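In Δ*gaaR*, *pmeA* (NRRL3_08325) was at 0.73 ± 0.453 (replicates 1.05 and 0.41) FPKM after 2 h, against 49.8 ± 28.1 (replicates 29.9 and 69.6) in the reference strain (log2 fold change −6.10, SE 0.65, adjusted p = 1.8e-04). In Δ*araR* it was at 2.2 ± 1.04 (replicates 1.46 and 2.93) FPKM (log2 fold change −4.67, SE 0.56, adjusted p = 6.1e-04), and in Δ*rhaR* it was not called, at 34.3 ± 4.6 FPKM. For *pmeB* (NRRL3_07470), 178 ± 98.6 (replicates 108 and 247) FPKM in the reference strain compared with 4.22 ± 0.537 in Δ*gaaR* (log2 fold change −5.44, SE 0.58, adjusted p = 1.8e-04). It was at 5.82 ± 3.75 (replicates 3.17 and 8.47) FPKM in Δ*araR* (log2 fold change −5.11, SE 0.56, adjusted p = 3.3e-04). The pectin lyase gene *pelD* (NRRL3_01237) was called lower in all 6 mutants. It fell from 41.6 ± 16.6 FPKM to 16.7 ± 4.49 in Δ*rhaR* (log2 fold change −1.16, SE 0.30, adjusted p = 2.1e-02) and 3.42 ± 1.18 in Δ*araR* (log2 fold change −3.78, SE 0.36, adjusted p = 1.1e-04). In Δ*gaaR* it had at most 3 counts (at least 75.2-fold lower, adjusted p = 1.9e-05).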

Interestingly, expression of two pectin methyl esterases (*pmeA*, *pmeB*) was reduced in all strains where GaaR and/or AraR was absent while one pectin lyase (*pelD*) was down-regulated in all mutants. These genes are likely to be under combinatorial control of the TFs on SBP. The change in expression of genes dependent on two or three TFs was analyzed and, if possible, the TF with the strongest effect was determined. GaaR was the predominant activator of *pmeA*, *pmeB* and *pelD* expression after 2 h of growth on SBP (Fig. 3A).

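The single mutants were compared with each other directly, a comparison chosen after the data were seen. Between Δ*gaaR* and Δ*araR*, neither *pmeA* (log2 fold change −1.43, SE 0.86, adjusted p = 2.9e-01) nor *pmeB* (log2 fold change −0.33, SE 0.63, adjusted p = 7.6e-01) was called, and without Δ*araR* replicate b the log2 fold change of *pmeB* was 0.53. Expression of *pelD* in Δ*gaaR* was at least 6.18-fold lower (adjusted p = 8.7e-03) compared with Δ*araR*. Against Δ*rhaR*, *pmeA* (−5.72) and *pmeB* (−5.43) were called lower in Δ*gaaR*.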

**Figure 3:**
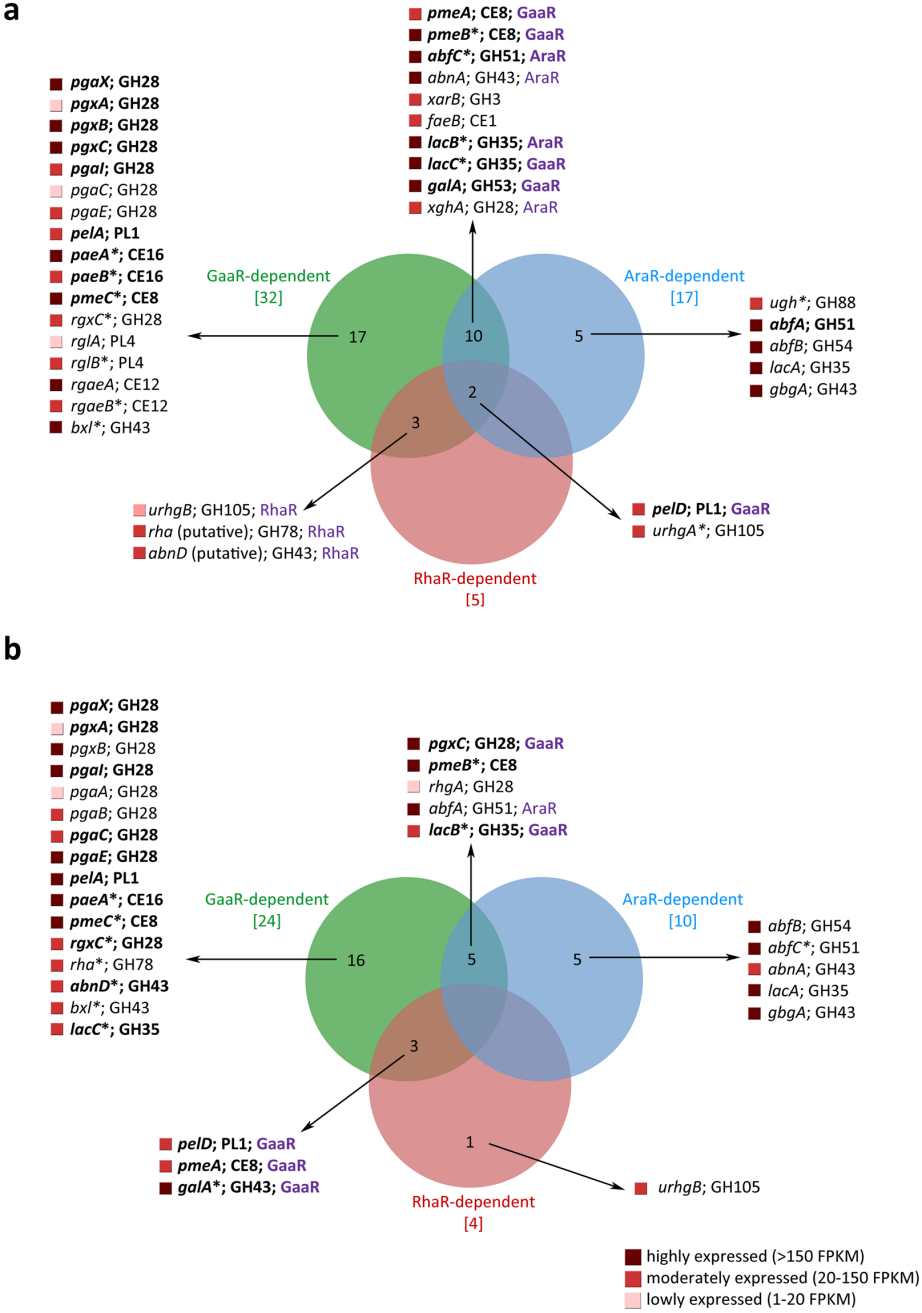
Venn diagram showing an overlap between GaaR-, AraR- and RhaR-dependent genes in *A*. *niger* grown on SBP for 2 h (**a**) and 8 h (**b**). Genes with no biochemical validation available are marked by an asterisk. The gene abbreviations and CAZy family numbers are listed in Supplementary datasets S2 and S3. Genes that were previously identified as GaaR-dependent on SBP by Alazi *et al*.^14^ were marked in bold. Expression of genes under combinatorial control of two or three TFs was evaluated and, if possible, the predominant activator was indicated (violet letters behind the gene name).

**Figure 4:**
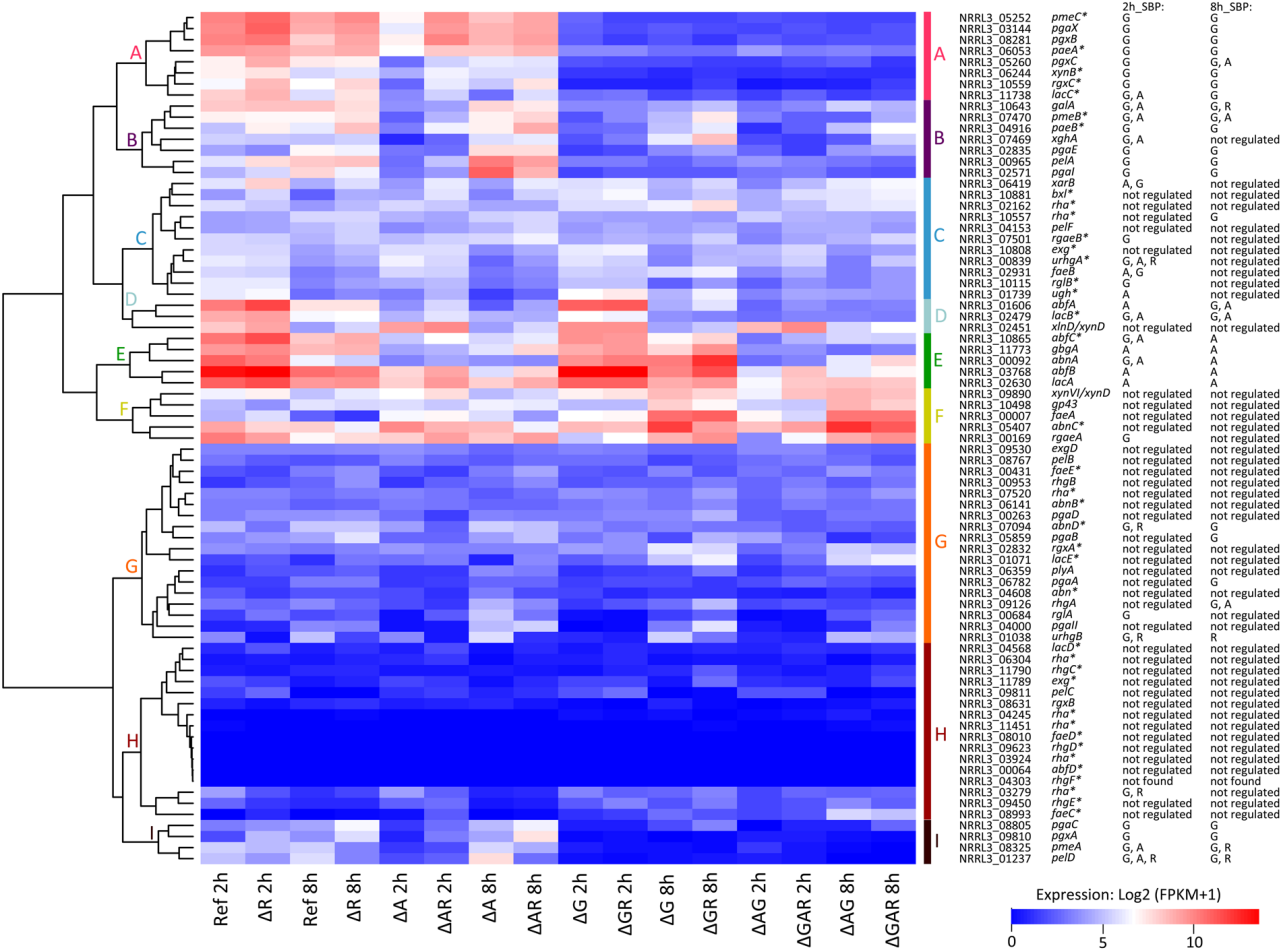
Hierarchical clustering of genes linked to pectin utilization in the reference strain and regulatory mutants grown on SBP for 2 and 8 h. The color code displayed represents averaged and logged expression values (FPKM + 1) of duplicates. Genes classified as GaaR- (G), AraR- (A), RhaR-dependent (R) or not regulated after 2 and 8 h on SBP are indicated. Genes with no biochemical validation available are marked by an asterisk. The (putative) function of the genes can be found in Supplementary dataset S12.

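After 2 h, *rgxC* (NRRL3_10559) was at 120 ± 46.4 FPKM in the reference strain and 0.97 ± 0.0141 in Δ*gaaR* (log2 fold change −6.98, SE 0.56, adjusted p = 3.1e-05). The acetyl esterase gene *rgaeA* (NRRL3_00169) fell from 1508 ± 510 to 47.4 ± 7.05 FPKM (log2 fold change −5.05, SE 0.61, adjusted p = 4.7e-04), and *rgaeB* (NRRL3_07501) from 58.7 ± 15.3 to 22.2 ± 0.474 FPKM (log2 fold change −1.46, SE 0.31, adjusted p = 1.5e-02). For *rglA* (NRRL3_00684), with 2.63 ± 1.54 (replicates 1.54 and 3.72) FPKM in the reference strain, Δ*gaaR* had at most 3 counts (at least 6.79-fold lower, adjusted p = 2.5e-02). These 4 genes were called lower in all 4 *gaaR* deletion strains. Expression of *rglB* (NRRL3_10115) was 87.2 ± 39.3 FPKM in the reference strain and 39.2 ± 4.57 in Δ*gaaR* (log2 fold change −1.21, SE 0.40, adjusted p = 9.4e-02, called under DESeq2, the fit of the 2 groups alone and the fit of all 28 libraries). It was called lower in Δ*araR*Δ*gaaR* (−3.93) and Δ*gaaR*Δ*araR*Δ*rhaR* (−2.50) and in Δ*araR* (−1.83, not called under RLE size factors and the fit of the 2 groups alone). In Δ*rhaR*, *rgxC* was called higher (2.07), as was *rglA* (1.85).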

Among genes encoding RG-I-active enzymes, five (*rgxC*, *rglA*, *rglB*, *rgaeA*, *rgaeB*) were down-regulated in all strains in which *gaaR* was deleted (Fig. 4 Clusters A, C, F and G). These genes (except *rglA*) were previously shown to be RhaR-dependent when grown on L-rhamnose. This might be caused by differences in gene regulation when monomeric and complex sugars are used, as shown previously for AraR and XlnR^30^. Another explanation might be the lack of detectable free L-rhamnose in our cultures (Fig. 2), which likely decreased the overall effect of RhaR on gene expression. 

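The *urhgB* gene (NRRL3_01038) was at 12.7 ± 0.219 FPKM in the reference strain at 2 h and 1.23 ± 0.332 in Δ*gaaR* (log2 fold change −3.41, SE 0.38, adjusted p = 2.4e-04). In Δ*rhaR* at most 3 counts were found (at least 26.2-fold lower, adjusted p = 3.6e-05). The α-rhamnosidase gene NRRL3_03279 was at 20.1 ± 3.83 FPKM in the reference strain and 4.11 ± 0.799 in Δ*rhaR* (log2 fold change −2.13, SE 0.31, adjusted p = 7.1e-04). In Δ*gaaR* it was at 11 ± 2.1 FPKM (log2 fold change −0.92, SE 0.29, adjusted p = 7.6e-02, called under the fit of the 2 groups alone and the fit of all 28 libraries), and it was called lower in the other 3 *gaaR* deletion strains. In the direct comparison of Δ*gaaR* with Δ*rhaR*, also chosen after the data were seen, NRRL3_03279 was not called (log2 fold change 1.21, SE 0.31, adjusted p = 5.3e-02, called under DESeq2, no low-count filter, the fit of the 2 groups alone and the fit of all 28 libraries). Nor was *urhgB*, which was at least 2.54-fold higher (adjusted p = 3.0e-01).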

Expression of two genes (*urhgB*, NRRL3_03279) was reduced when either *gaaR* and/or *rhaR* were absent, with RhaR being the predominant TF of the pair. Interestingly, expression of the *urghA* gene was reduced in Δ*araR*Δ*gaaR* and/or Δ*gaaR*Δ*rhaR* double mutants but not in the single *araR*, *gaaR* or *rhaR* deletion strains.

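The *urhgA* gene (NRRL3_00839) was at 91.2 ± 0.0424 FPKM in the reference strain at 2 h and 31.9 ± 21.3 (replicates 46.9 and 16.8) in Δ*araR*Δ*gaaR* (log2 fold change −1.57, SE 0.31, adjusted p = 2.2e-03). In Δ*gaaR*Δ*rhaR* it was at 53.4 ± 10.5 FPKM and was not called (log2 fold change −0.76, SE 0.30, adjusted p = 9.9e-02, called under the fit of the 2 groups alone), and in the triple mutant it was called lower, at 49 ± 7.5 FPKM. In Δ*gaaR* and Δ*rhaR* the log2 fold changes were −0.32 and −0.21, and neither was called. The difference between Δ*araR*Δ*gaaR* and Δ*gaaR* was itself called (log2 fold change −1.25, SE 0.30, adjusted p = 7.8e-03, not called under the fit of the 2 groups alone), while that between Δ*gaaR*Δ*rhaR* and Δ*rhaR* was not (−0.55).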

Among genes encoding enzymes active on pectin side-chains, four (*abfA*, *abfB*, *lacA*, *gbgA*) showed reduced expression in all strains in which *araR* was absent (Fig. 4 Clusters E and D), while seven (*abfC*, *abnA*, *xarB*, *faeB*, *lacB*, *lacC*, *galA*) were down-regulated when AraR and/or GaaR were deleted (Fig. 4 Clusters A, B, C, D and E). 

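At 2 h, *abfA* was at 1643 ± 61.4 FPKM in the reference strain and 15.2 ± 0.0283 in Δ*araR* (log2 fold change −6.94, SE 0.46, adjusted p = 4.4e-06). Levels of *abfB* were 13370 ± 1596 and 287 ± 117 FPKM (log2 fold change −5.73, SE 0.58, adjusted p = 1.7e-04). For *lacA* and *gbgA* (NRRL3_11773), the log2 fold changes in Δ*araR* were −3.07 and −5.44. These 4 genes were called lower in all 3 *araR* deletion strains and in neither Δ*gaaR* nor Δ*gaaR*Δ*rhaR*. The genes *lacB*, *lacC* and *galA* (NRRL3_10643) were called lower in every strain without *gaaR* and in every strain without *araR*, with log2 fold changes in Δ*gaaR* of −2.30, −5.39 and −4.88. In Δ*araR* they were −4.56, −4.78 and −4.84. Expression of *abfC* (NRRL3_10865) was 1785 ± 389 FPKM in the reference strain and 48.4 ± 7.06 in Δ*araR* (log2 fold change −5.39, SE 0.42, adjusted p = 1.7e-05). It was at 1001 ± 4.72 FPKM in Δ*gaaR* (log2 fold change −0.89, SE 0.35, adjusted p = 1.6e-01, called under the fit of the 2 groups alone). In Δ*gaaR*, *abnA* fell from 2631 ± 636 to 1000 ± 59.3 FPKM (log2 fold change −1.45, SE 0.34, adjusted p = 2.2e-02). Expression of *abnA* was not called in Δ*gaaR*Δ*rhaR* (−0.80, called under the fit of the 2 groups alone). For *xarB* (NRRL3_06419) the log2 fold change was −2.31 in Δ*araR*, and in Δ*gaaR* it was not called, at 69.2 ± 0.891 FPKM against 80.8 ± 27.6. The feruloyl esterase gene *faeB* (NRRL3_02931) was called lower in Δ*araR*Δ*gaaR* alone, at 12.9 ± 10.9 (replicates 20.7 and 5.23) FPKM against 56.3 ± 12.3 (log2 fold change −2.18, SE 0.46, adjusted p = 3.4e-03). The triple mutant was not called (log2 fold change −1.23, SE 0.44, adjusted p = 5.9e-02, called under DESeq2, the fit of the 2 groups alone and the fit of all 28 libraries).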

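At 2 h, *abnD* (NRRL3_07094) fell from 33.3 ± 5.37 FPKM in the reference strain to 16 ± 0.325 in Δ*gaaR* (log2 fold change −1.12, SE 0.29, adjusted p = 3.6e-02) and 9 ± 0.658 in Δ*rhaR* (log2 fold change −1.73, SE 0.30, adjusted p = 2.5e-03). It was at 8.49 ± 1.8 FPKM in Δ*gaaR*Δ*rhaR*, and the difference from Δ*rhaR* was not called (−0.23). The putative β-xylosidase gene NRRL3_06244 was at 163 ± 56.8 FPKM in the reference strain and 1.94 ± 0.339 in Δ*gaaR* (log2 fold change −6.44, SE 0.38, adjusted p = 4.1e-06). It was also called lower in Δ*araR* (log2 fold change −2.73, SE 0.30, adjusted p = 3.3e-04).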

The expression of *abnD* was reduced when *gaaR* and/or *rhaR* were deleted (Fig. 4 Cluster G) and a putative β-xylosidase encoding gene (*xynB*, NRRL3_06244) was down-regulated in all strains where *gaaR* was absent (Fig. 4, Cluster A). 

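The *xghA* transcript (NRRL3_07469) was at 53.8 ± 28.1 (replicates 34 and 73.7) FPKM in the reference strain at 2 h, 4.31 ± 0.891 in Δ*gaaR* (log2 fold change −3.70, SE 0.46, adjusted p = 5.3e-04) and 1.44 ± 0.354 in Δ*araR* (log2 fold change −5.39, SE 0.53, adjusted p = 1.4e-04). It was called lower in Δ*araR*Δ*gaaR* (−4.07), Δ*gaaR*Δ*rhaR* (−2.44) and Δ*gaaR*Δ*araR*Δ*rhaR* (−4.45).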

Expression of the xylogalacturonase-encoding gene (*xghA*), was reduced in all strains in which *gaaR* and/or *araR* was absent (Fig. 4 Cluster B).

After 2 h of growth on SBP, the majority of pectinolytic genes that are not regulated by any of the TFs tested were lowly expressed (FPKM 1–20), including four endopolygacturonases (*pgaII*, *pgaA*, *pgaB*, *pgaD*), three pectin lyases (*pelB*, *pelC*, *pelF*), one pectate lyase (*plyA*), one exo-rhamnogalacturonase (*rgxA*), three endo-rhamnogalacturonases (*rhgA*, *rhgB*, *rhgE*), two endoarabinanases (*abnB*, NRRL3_04608) and two β-galactosidases (*lacD*, *lacE*) (Fig. 4 Clusters G, C and H; Supplementary dataset S2). 

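Of the 41 genes that depended on no TF at 2 h, 23 had a mean from 1 to 20 FPKM in the reference strain, 9 were under 1 and 9 above 20, with a median of 6.96 FPKM. The 35 dependent genes had a median of 120 FPKM, and 31 of them were above 20. Among the genes without dependence, *pgaB* (NRRL3_05859) was at 12.4 ± 7.07 (replicates 7.38 and 17.4) FPKM, *pgaA* (NRRL3_06782) at 2.41 ± 1.31 (replicates 1.48 and 3.33), *pelB* (NRRL3_08767) at 8.93 ± 0.629 and *pelF* (NRRL3_04153) at 19 ± 1.5. Some were called lower in 1 or more mutants without meeting the rule. They include *rhgA* (NRRL3_09126) in Δ*gaaR* (log2 fold change −2.12, SE 0.59, adjusted p = 4.9e-02) and NRRL3_04608 in Δ*araR*Δ*gaaR* (log2 fold change −2.10, SE 0.56, adjusted p = 1.2e-02). Without 1 library, the log2 fold change ranged from −2.65 to −1.29 for *rhgA* and from −3.21 to −1.46 for NRRL3_04608.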

The enzymatic activities encoded by these lowly expressed genes will play an important role in releasing the initial monomeric sugars (inducers) from pectin as described previously for PgaA and PgaB^11^.

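At 8 h, 22 of the 76 pectinolytic genes were called lower in every *gaaR* deletion strain, 11 in every *araR* deletion strain and 5 in every *rhaR* deletion strain, and 26 met at least 1 of the 3 rules. A mean under 1 FPKM in the reference strain was found for 11 genes, and 39 were neither dependent nor under 1 FPKM. Of the genes under 1 FPKM in the reference strain, 6 stayed under it in every mutant. Adjusted over the list alone, the counts were 22 for GaaR, 11 for AraR, 6 for RhaR and 27 for at least 1 TF. Counting genes called lower in at least 1 of the 6 mutants gave 45. The dependent genes were split into 10 for GaaR alone, 4 for AraR alone, 7 for GaaR and AraR and 5 for GaaR and RhaR. As at 2 h, a GaaR-dependent gene joined another set by its call in Δ*araR* or Δ*rhaR* alone.

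**Figure D4:**
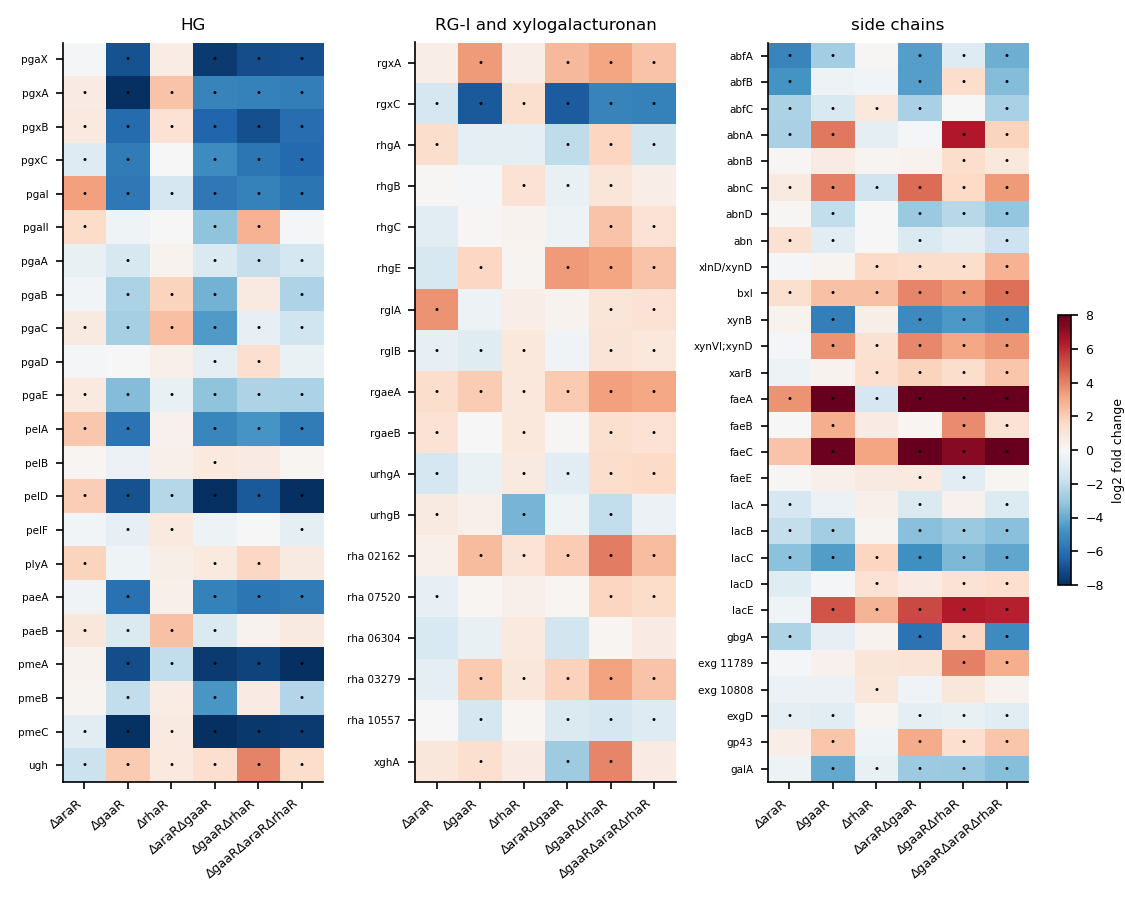
Log2 fold changes of the pectinolytic genes tested in each mutant against the reference strain after 8 h on SBP, with genes grouped by the polymer they act on and mutants in columns. A dot marks a call.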

After 8 h of growth on SBP, expression of 30 pectinolytic genes (39%) was regulated by at least one of the tested TFs, 34 genes (44%) were not regulated by any of the TFs and 12 genes (16%) were considered not expressed (FPKM < 1) (Supplementary dataset S3). Expression of 11 genes encoding HG-active enzymes was reduced in all strains in which *gaaR* was deleted (Figs 3B and 4). Nine of them (*pgaX*, *pgxA*, *pgxB*, *pgaI*, *pgaC*, *pgaE*, *pelA*, *paeA*, *pmeC*) were under control of GaaR at both time points tested (2 and 8 h; Fig. 4 Clusters A, B and I). 

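The genes for HG-active enzymes called lower in all 4 *gaaR* deletion strains at 8 h numbered 13 of 23. Each of them was also called lower in Δ*gaaR*Δ*rhaR* than in Δ*rhaR*, which carry the same *pyrG* marker. Of the 13, 4 were called lower in every *rhaR* deletion strain (*pelD*, *pgaE*, *pgaI* and *pmeA*) and 2 in every *araR* deletion strain (*pgxC* and *pmeC*). The pectin lyase gene *pelA* (NRRL3_00965) fell from 352 ± 61 FPKM in the reference strain to 5.39 ± 0.184 in Δ*gaaR* (log2 fold change −5.93, SE 0.22, adjusted p = 3.3e-12). It rose to 1477 ± 18.8 FPKM in Δ*araR* (log2 fold change 2.13, SE 0.16, adjusted p = 7.8e-08).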

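At 8 h, *pgaX* was at 632 ± 53.3 FPKM in the reference strain and 4.68 ± 0.389 in Δ*gaaR* (log2 fold change −6.97, SE 0.25, adjusted p = 2.9e-12). The means of *pgxB* were 333 ± 85.6 and 4.31 ± 0.516 FPKM (log2 fold change −6.17, SE 0.38, adjusted p = 1.1e-09), and those of *paeA* (NRRL3_06053) 496 ± 32.7 and 7.38 ± 1.24 FPKM (log2 fold change −5.97, SE 0.24, adjusted p = 8.6e-12). Expression of *pgaI* fell to 4.8 ± 1.43 FPKM (log2 fold change −5.74, SE 0.26, adjusted p = 3.3e-11), and *pgxA* had no more than 3 counts in Δ*gaaR* (at least 29.7-fold lower, adjusted p = 3.3e-08). The smallest decrease among the 9 genes was that of *pgaC* in Δ*gaaR*Δ*rhaR*, at 11 ± 0.0354 FPKM (log2 fold change −0.68, SE 0.27, adjusted p = 3.3e-02, not called under DESeq2 and the fit of all 28 libraries). In Δ*gaaR*, *pgaE* (NRRL3_02835) was lower at both time points, falling from 22.1 ± 9.44 to 2.45 ± 0.354 FPKM at 2 h (log2 fold change −3.21, SE 0.48, adjusted p = 1.8e-03). At 8 h it fell from 157 ± 15.3 to 13.2 ± 2.57 FPKM (log2 fold change −3.47, SE 0.24, adjusted p = 3.9e-09). In Δ*araR*, 6 of the 9 genes were called higher at 8 h, among them *pgaE* (0.79, not called under the fit of all 28 libraries) and *pgxB* (0.76, not called under DESeq2 and the fit of all 28 libraries).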

The other two endo-polygalacturonase encoding genes (*pgaA*, *pgaB*) were only GaaR-regulated after 8 h of growth on SBP (Fig. 4 Cluster G). 

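Expression of *pgaA* in the reference strain was 9.49 ± 1.7 FPKM at 8 h, and it fell to 3.62 ± 0.587 in Δ*gaaR* (log2 fold change −1.29, SE 0.33, adjusted p = 3.1e-03). It was called lower in Δ*araR*Δ*gaaR* (−1.19), Δ*gaaR*Δ*rhaR* (−1.87) and Δ*gaaR*Δ*araR*Δ*rhaR* (−1.42). For *pgaB*, 23.6 ± 0.325 FPKM in the reference strain compared with 3.68 ± 3.25 (replicates 1.38 and 5.98) in Δ*gaaR* (log2 fold change −2.56, SE 0.34, adjusted p = 6.1e-06), 1.68 ± 0.127 in Δ*araR*Δ*gaaR* and 3.6 ± 0.912 in Δ*gaaR*Δ*araR*Δ*rhaR*. It was at 30.4 ± 5.81 FPKM in Δ*gaaR*Δ*rhaR*, less than 1.5-fold higher by mean FPKM but more by fitted counts (log2 fold change 0.72, SE 0.25, adjusted p = 1.6e-02), and it was lower than in Δ*rhaR* (log2 fold change −1.09, SE 0.23, adjusted p = 6.2e-04).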

Expression of *pgxC*, regulated by GaaR after 2 h, was after 8 h reduced in all strains in which *gaaR* and/or *araR* were deleted, but GaaR remained the predominant TF (Fig. 4 Cluster I). 

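The *pgxC* gene (NRRL3_05260) was at 182 ± 32.7 FPKM in the reference strain at 8 h, 3.5 ± 1.07 in Δ*gaaR* (log2 fold change −5.59, SE 0.27, adjusted p = 6.0e-11) and 83.4 ± 8.34 in Δ*araR* (log2 fold change −1.06, SE 0.18, adjusted p = 3.5e-04). It was lower in Δ*gaaR* than in Δ*araR* (log2 fold change −4.53, SE 0.27, adjusted p = 6.5e-10), a comparison chosen after the data were seen. At 2 h the gene was called lower in Δ*araR* as well, at 7.71 ± 3.87 (replicates 4.98 and 10.4) FPKM against 160 ± 62.7 (log2 fold change −4.56, SE 0.50, adjusted p = 3.4e-04). The effect in Δ*araR* differed between the time points (difference in log2 fold change 3.49, SE 0.51, adjusted p = 2.1e-04).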

Interestingly, after 2 and 8 h on SBP the expression of *pmeB* was only reduced when both *gaaR* and *araR* were deleted (Fig. 4 Cluster B). 

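At 8 h, *pmeB* was at 154 ± 13.5 FPKM in the reference strain, 6.04 ± 1.77 in Δ*araR*Δ*gaaR* (log2 fold change −4.63, SE 0.46, adjusted p = 2.8e-07) and 25.6 ± 3.27 in Δ*gaaR*Δ*araR*Δ*rhaR* (log2 fold change −2.37, SE 0.38, adjusted p = 4.1e-05). It was also called lower in Δ*gaaR*, at 36.3 ± 31.6 (replicates 14 and 58.7) FPKM (log2 fold change −1.98, SE 0.36, adjusted p = 1.8e-04). In Δ*araR* (0.22) and Δ*gaaR*Δ*rhaR* (0.63) it was not called. The difference between Δ*araR*Δ*gaaR* and Δ*gaaR* was called (log2 fold change −2.66, SE 0.51, adjusted p = 3.5e-03, not called under the fit of the 2 groups alone). Its log2 fold change was −3.35 without Δ*gaaR* replicate a and −1.27 without replicate b.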

Two genes (*pelD*, *pmeA*) were down-regulated when both *gaaR* and *rhaR* were deleted, and in both cases GaaR had the predominant effect (Fig. 4 Cluster I). 

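After 8 h, *pelD* was at 66.2 ± 11.8 FPKM in the reference strain, 0.47 ± 0.396 (replicates 0.19 and 0.75) in Δ*gaaR* (log2 fold change −6.96, SE 0.37, adjusted p = 1.8e-10) and 12.4 ± 3.71 in Δ*rhaR* (log2 fold change −2.30, SE 0.21, adjusted p = 7.1e-07). For *pmeA*, with 51 ± 6.09 FPKM in the reference strain, at most 3 counts were found in Δ*gaaR* (at least 79.6-fold lower, adjusted p = 1.1e-10). In Δ*rhaR* it was at 11.9 ± 0.594 FPKM (log2 fold change −1.98, SE 0.20, adjusted p = 1.6e-06). Compared directly with Δ*rhaR*, Δ*gaaR* was lower for *pelD* (log2 fold change −4.66, SE 0.48, adjusted p = 3.9e-07), and for *pmeA* it was at least 18.6-fold lower (adjusted p = 5.4e-08).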

After 8 h of growth on SBP, only four genes encoding RHG I-active enzymes were affected by GaaR, AraR or RhaR. 

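Of the 22 genes for RG-I-active enzymes, 2 were called lower in every *gaaR* deletion strain at 8 h, 1 in every *araR* deletion strain and 0 in every *rhaR* deletion strain. Adjusted over the list alone, the RhaR count was 1, and at an unadjusted p under 0.05 it was 1. Several genes of this group rose where *gaaR* was absent. The *rgxA* gene (NRRL3_02832) rose from 8.69 ± 0.0283 FPKM in the reference strain to 86.6 ± 8.65 in Δ*gaaR* (log2 fold change 3.41, SE 0.18, adjusted p = 1.8e-10). The *rgaeA* gene rose from 144 ± 35.7 to 544 ± 19.5 FPKM (log2 fold change 2.01, SE 0.25, adjusted p = 3.0e-06), the reverse of its change at 2 h (difference in log2 fold change 7.01, SE 0.67, adjusted p = 1.1e-07).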

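At 8 h, *rgxC* was at 125 ± 12 FPKM in the reference strain and 1.08 ± 0.099 in Δ*gaaR* (log2 fold change −6.73, SE 0.29, adjusted p = 1.7e-11). It was also called lower in Δ*araR* (log2 fold change −1.37, SE 0.17, adjusted p = 1.7e-05). The α-rhamnosidase gene NRRL3_10557 fell to 21.4 ± 0.0919 FPKM in Δ*gaaR* (log2 fold change −1.36, SE 0.13, adjusted p = 1.6e-07) and was called lower in all 4 *gaaR* deletion strains. Expression of *urhgB* was 42.2 ± 1.43 FPKM in the reference strain, 2.92 ± 1.29 in Δ*rhaR* (log2 fold change −3.73, SE 0.30, adjusted p = 1.6e-07) and 8.25 ± 2.98 in Δ*gaaR*Δ*rhaR* (log2 fold change −1.99, SE 0.25, adjusted p = 3.3e-06). It was not called in Δ*gaaR*Δ*araR*Δ*rhaR*, at 25.9 ± 4.16 FPKM (log2 fold change −0.48, SE 0.21, adjusted p = 5.7e-02, called under the fit of the 2 groups alone and the fit of all 28 libraries). The *rhgA* transcript was at 12.6 ± 0.389 FPKM in the reference strain and fell to 2.96 ± 1.49 (replicates 1.9 and 4.01) in Δ*araR*Δ*gaaR* (log2 fold change −2.05, SE 0.38, adjusted p = 2.0e-04) and 3.86 ± 0.389 in Δ*gaaR*Δ*araR*Δ*rhaR* (log2 fold change −1.48, SE 0.37, adjusted p = 2.1e-03). It was higher in Δ*gaaR*Δ*rhaR*, at 33 ± 4 FPKM (log2 fold change 1.75, SE 0.28, adjusted p = 4.2e-05).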

Two genes (*rgxC*, NRRL3_10557) were down-regulated in all *gaaR* deletion strains, while one (*urhgB*) was affected by the *rhaR* deletion and one (*rhgA*) was affected when both *gaaR* and *araR* were deleted (Fig. 3B).

In summary, we identified the set of pectinolytic genes regulated by GaaR, AraR and RhaR in *A*. *niger* grown on SBP. We also identified genes that are under combinatorial control of two or three TFs. Moreover, we showed that the transcriptional regulation of pectinolytic genes changes over time as subsets of genes were regulated by different TFs after 2 and 8 h of growth on SBP. 

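The effect of a deletion at 8 h was compared with its effect at 2 h by an interaction term fitted over all 28 libraries, as the log2 fold change at 8 h minus that at 2 h. Among the 76 pectinolytic genes the 2 effects differed for 35 genes in Δ*araR*, 34 in Δ*gaaR* and 8 in Δ*rhaR*. In Δ*araR*Δ*gaaR*, Δ*gaaR*Δ*rhaR* and Δ*gaaR*Δ*araR*Δ*rhaR* they differed for 45, 38 and 44 genes. Adjusted over the list alone, the counts for the 6 mutants were 42, 34, 12, 46, 39 and 47 in the same order. In Δ*gaaR*Δ*rhaR* it was 44 when only that mutant and the reference strain were fitted. In Δ*araR*, 33 of the 35 genes had the higher log2 fold change at 8 h, and 6 of them (*paeB*, *pelA*, *pelD*, *pgaI*, *pgxB* and *rgaeA*) were called lower at 2 h and higher at 8 h. The largest of these 6 differences was that of *pelD* (difference in log2 fold change 5.73, SE 0.43, adjusted p = 1.6e-07). Of the 6, *pgxB* was not called at 2 h under the fit of the 2 groups alone. At 8 h it was not called under DESeq2 and the fit of all 28 libraries. In Δ*gaaR* the genes called lower at 2 h and higher at 8 h were *abnA*, *rgaeA* and *xghA*, and the largest of the 3 differences was that of *rgaeA*. For *abnA* the effect rose as well (difference in log2 fold change 5.61, SE 0.68, adjusted p = 2.2e-06). The increase of *xghA* at 8 h was not called under DESeq2 and the fit of the 2 groups alone. Without Δ*gaaR* replicate b its log2 fold change at 8 h was −0.30. From the different sets of regulated genes at 2 and 8 h, the paper concludes that the regulation of pectinolytic genes changes over time.

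**Figure D5:**
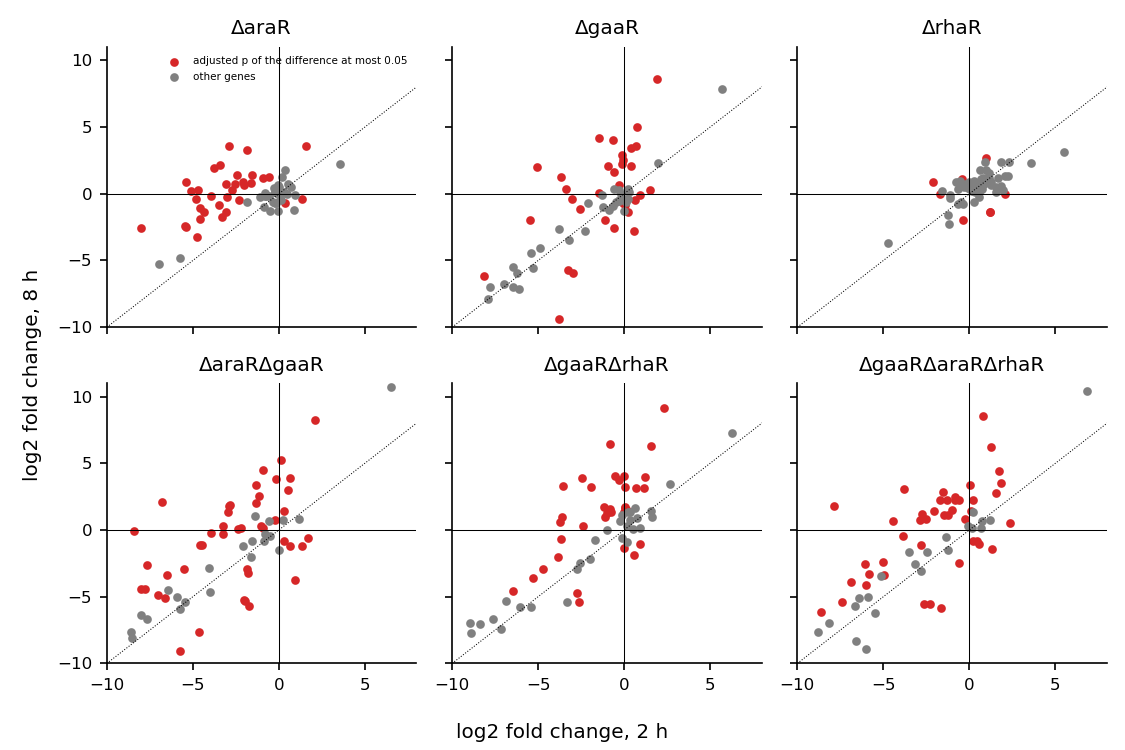
Log2 fold change against the reference strain at 2 h (horizontal axis) and 8 h (vertical axis) for each pectinolytic gene, with a panel per mutant. Red points mark genes whose effects differed between the time points, from 8 in Δ*rhaR* to 45 in Δ*araR*Δ*gaaR*.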

Our results show that all TFs contribute to pectin degradation.

### The triple mutant cannot convert the main components of pectin (D-galacturonic acid, L-arabinose and L-rhamnose)

SBP contains 55 mol % D-galacturonic acid, 17 mol % L-arabinose, 16 mol % D-galactose and 10 mol % L-rhamnose^14^. To further catabolize these monomeric sugars, *A*. *niger* must activate relevant metabolic pathways. To evaluate the metabolic potential of the strains, expression of genes involved in conversion of D-galacturonic acid (*gaaA*, *gaaB*, *gaaC*, *gaaD/larA*), L-arabinose/D-xylose (*larA/gaaD*, *ladA*, *lxrA*, *xdhA*, *xkiA*, *xyrA*), L-rhamnose (*lraA*, *lraB*, *lraC*) and D-galactose (*galK*, *galD*, *galF*, *galG*, *pgmB*, *ladB*, *xhrA*, *sdhA*) was analyzed in the regulatory mutants and the reference strain grown on SBP for 2 and 8 h.

Growth on D-galacturonic acid was abolished in all strains in which *gaaR* was deleted (Fig. 1), which confirms an earlier study showing that GaaR is necessary for induction of *gaaA*, *gaaB*, *gaaC* and *gaaD/larA* genes involved in D-galacturonic acid metabolism in *A*. *niger* ^14^. 

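At 2 h, *gaaA* was at 2651 ± 982 FPKM in the reference strain and 122 ± 5.2 in Δ*gaaR* (log2 fold change −4.50, SE 0.42, adjusted p = 9.4e-05). For *gaaB* (NRRL3_06890) the means were 6555 ± 1854 and 476 ± 87.3 FPKM (log2 fold change −3.84, SE 0.51, adjusted p = 8.3e-04), and for *gaaC* (NRRL3_05649) 3420 ± 836 and 100 ± 9.28 (log2 fold change −5.15, SE 0.52, adjusted p = 1.2e-04). At 8 h, *gaaA* fell from 1931 ± 42.7 to 19.2 ± 1.61 FPKM (log2 fold change −6.55, SE 0.15, adjusted p = 7.8e-14) and *gaaB* from 9314 ± 173 to 62.2 ± 2.36 (log2 fold change −7.13, SE 0.19, adjusted p = 2.2e-13). The *gaaC* transcript fell from 3462 ± 106 to 20.8 ± 4.94 (log2 fold change −7.28, SE 0.17, adjusted p = 1.0e-13). All 3 genes were called lower in Δ*araR*Δ*gaaR*, Δ*gaaR*Δ*rhaR* and Δ*gaaR*Δ*araR*Δ*rhaR* at both time points, with the smallest decrease for *gaaB* in Δ*gaaR*Δ*araR*Δ*rhaR* at 2 h (−3.20) and the largest for *gaaB* in Δ*araR*Δ*gaaR* at 8 h (−7.77). They were also called lower in Δ*gaaR*Δ*rhaR* than in Δ*rhaR*, with a log2 fold change of −6.06 for *gaaA* at 8 h.

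**Figure D6:**
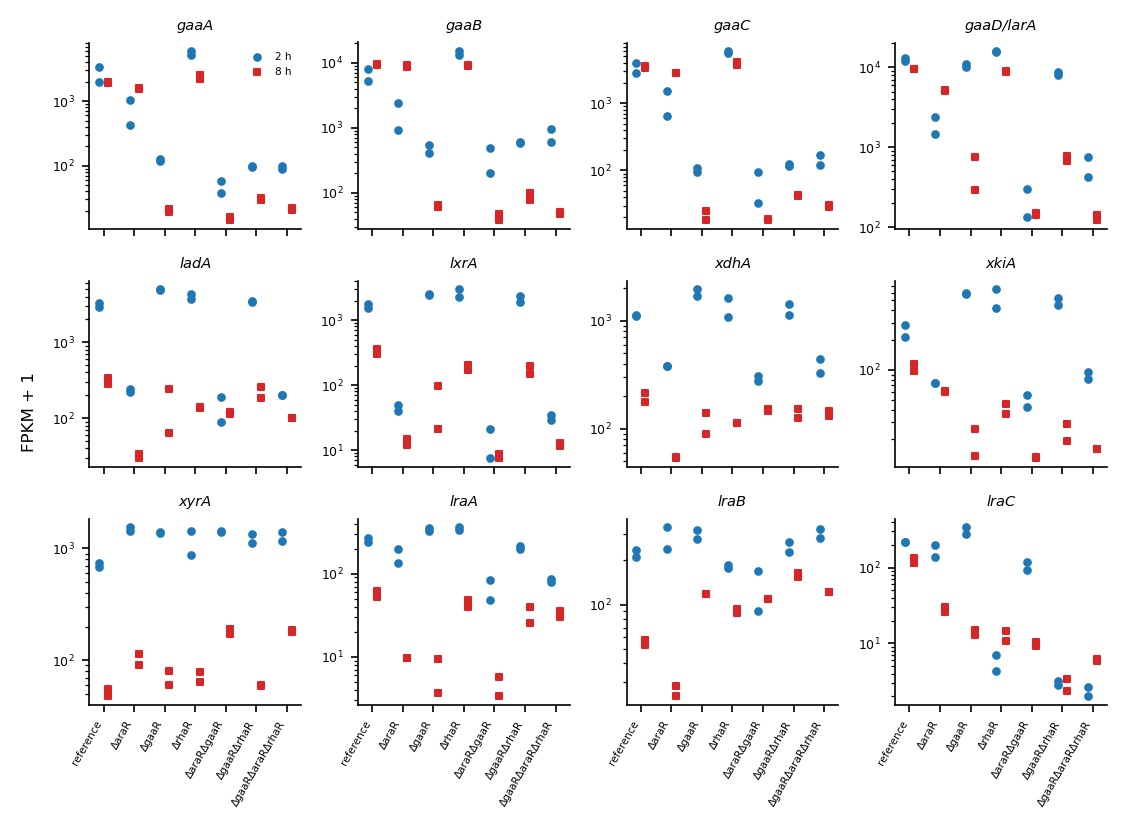
FPKM + 1 on a log axis of 12 genes for D-galacturonic acid, L-arabinose/D-xylose and L-rhamnose conversion in the reference strain and the 6 mutants. Each point is a library, blue for 2 h and red for 8 h.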

After 2 and 8 h of growth on SBP, expression of the first three genes involved in D-galacturonic acid metabolism (*gaaA*, *gaaB*, *gaaC*) was substantially reduced in all strains in which *gaaR* was deleted (Fig. 5, Supplementary dataset S4). As shown by Alazi *et al*.^14^, expression of *gaaD/larA* was reduced but still detectable in Δ*gaaR* grown on SBP for 2 and 8 h (Fig. 5, Supplementary dataset S4). 

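Expression of *gaaD/larA* (NRRL3_10050) in Δ*gaaR* was 10610 ± 542 FPKM at 2 h, against 12560 ± 961 in the reference strain, and was not called (log2 fold change −0.30, SE 0.36, adjusted p = 7.0e-01). At 8 h it was 525 ± 327 (replicates 293 and 757) FPKM against 9516 ± 22.3 (log2 fold change −4.08, SE 0.31, adjusted p = 1.1e-08). The effects at the 2 time points differed (difference in log2 fold change −3.83, SE 0.52, adjusted p = 6.9e-06).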

The GaaD/LarA enzyme can convert both L-glyceraldehyde and L-arabinose and is therefore involved in the pentose catabolic pathway and the D-galacturonic acid catabolic pathway^31^. 

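At 2 h, *gaaD/larA* was at 1935 ± 656 FPKM in Δ*araR* (log2 fold change −2.88, SE 0.39, adjusted p = 1.6e-03) and 595 ± 241 in Δ*gaaR*Δ*araR*Δ*rhaR* (log2 fold change −4.50, SE 0.42, adjusted p = 1.8e-05). In Δ*rhaR* (0.49) and Δ*gaaR*Δ*rhaR* (−0.56) it was not called.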

After 2 h on SBP, expression of *gaaD/larA* was reduced in Δ*araR*, Δ*araR*Δ*gaaR*, Δ*gaaR*Δ*araR*Δ*rhaR* mutants, but not in Δ*gaaR*. After 8 h on SBP, expression of this gene was affected by both *araR* and *gaaR* deletion, confirming that this gene is regulated by both AraR and GaaR. 

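In Δ*araR*, *gaaD/larA* was at 5189 ± 62.9 FPKM at 8 h (log2 fold change −0.81, SE 0.27, adjusted p = 3.2e-02, not called under DESeq2 and the fit of all 28 libraries). It was at 729 ± 74.2 FPKM in Δ*gaaR*Δ*rhaR* (log2 fold change −3.35, SE 0.30, adjusted p = 6.4e-08). The decrease in Δ*araR* was smaller than at 2 h (difference in log2 fold change 2.06, SE 0.50, adjusted p = 1.1e-02). In Δ*rhaR* the mean was 8918 ± 116 FPKM.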

Deleting both araR and *gaaR* abolished expression of *gaaD/larA* on SBP at both time points tested.

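In Δ*araR*Δ*gaaR*, *gaaD/larA* was at 217 ± 116 (replicates 299 and 135) FPKM at 2 h (log2 fold change −5.90, SE 0.45, adjusted p = 6.6e-06) and 145 ± 7.79 at 8 h (log2 fold change −6.00, SE 0.34, adjusted p = 3.5e-10). The triple mutant was at 132 ± 13.6 FPKM at 8 h (log2 fold change −5.96, SE 0.34, adjusted p = 3.5e-10). Between Δ*araR*Δ*gaaR* and Δ*gaaR* the log2 fold change was −5.60 at 2 h and −1.92 at 8 h. The value at 8 h was −2.45 without Δ*gaaR* replicate a and −1.07 without replicate b.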

**Figure 5:**
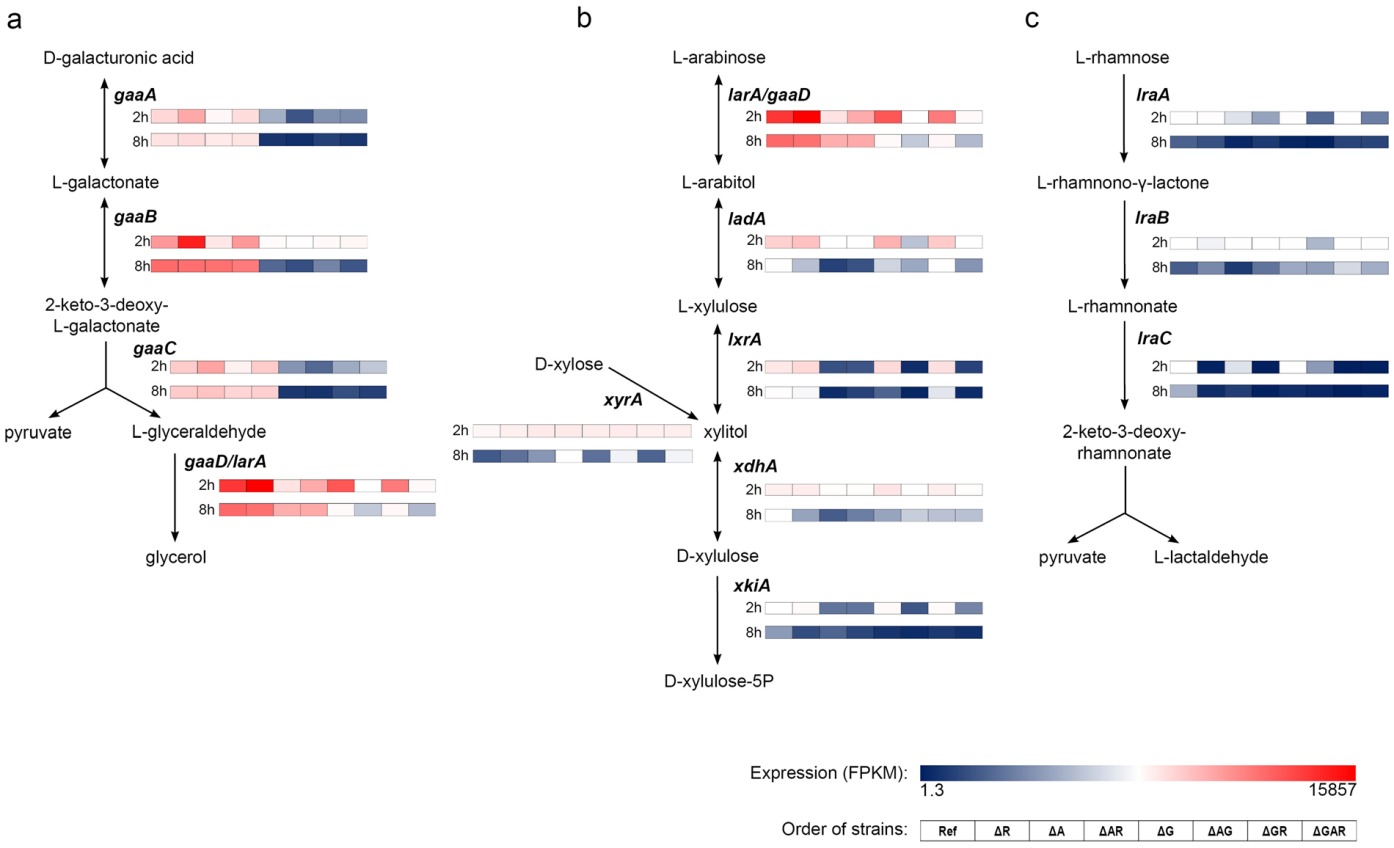
RNA-seq analysis of genes involved in D-galacturonic acid (**a**), L-arabinose/D-xylose (**b**) and L-rhamnose (**c**) conversion in *A*. *niger* reference strain and regulatory mutants grown on SBP for 2 and 8 h. Expression values (FPKM) are averages of duplicates and presented as color gradient.

Growth on L-rhamnose was abolished in all strains where *rhaR* was absent (Fig. 1), because RhaR controls expression of the L-rhamnose conversion pathway in *A*. *niger* ^15^. After 2 and 8 h on SBP, expression of *lraC* was abolished in all strains in which *rhaR* was deleted (Fig. 5, Supplementary dataset S4). 

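At 2 h, *lraC* (NRRL3_01495) was at 216 ± 4.14 FPKM in the reference strain and 4.64 ± 1.85 in Δ*rhaR* (log2 fold change −5.38, SE 0.30, adjusted p = 1.2e-06). In Δ*gaaR*Δ*rhaR* it was at 2 ± 0.219 FPKM and in Δ*gaaR*Δ*araR*Δ*rhaR* at 1.33 ± 0.46, with log2 fold changes of −6.72 and −7.41. At 8 h the means were 123 ± 14.8 FPKM in the reference strain and 11.6 ± 2.57 in Δ*rhaR* (log2 fold change −3.30, SE 0.18, adjusted p = 1.9e-09), 1.85 ± 0.742 in Δ*gaaR*Δ*rhaR* and 5.04 ± 0.205 in Δ*gaaR*Δ*araR*Δ*rhaR*. Strains that carry *rhaR* were lower as well at 8 h, with log2 fold changes of −2.12 in Δ*araR*, −3.17 in Δ*gaaR* and −3.75 in Δ*araR*Δ*gaaR*.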

Expression of the other two genes, *lraA* and *lraB*, was weakly affected by RhaR which indicates partial regulation when grown on complex substrates.

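Expression of *lraA* (NRRL3_01494) in Δ*rhaR* was 350 ± 17.4 FPKM at 2 h, against 255 ± 20.1 in the reference strain (log2 fold change 0.61, SE 0.22, adjusted p = 7.2e-02). It was 43.1 ± 6.22 against 56.7 ± 7.09 FPKM at 8 h (log2 fold change −0.28, SE 0.26, adjusted p = 4.7e-01). For *lraB* (NRRL3_01493), the means in Δ*rhaR* and the reference strain were 180 ± 7.35 and 221 ± 17 FPKM at 2 h (log2 fold change −0.13, SE 0.23, adjusted p = 7.4e-01). At 8 h, *lraB* was called higher (log2 fold change 0.84, SE 0.11, adjusted p = 2.1e-05). In Δ*araR*, both genes were called lower at 8 h, with log2 fold changes of −2.64 for *lraA* and −1.06 for *lraB*. In Δ*gaaR* at 8 h, *lraA* was lower, at 5.58 ± 4.16 (replicates 2.64 and 8.53) FPKM (−3.23), and *lraB* higher (1.21).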

Growth on L-arabinose was abolished in all strains in which *araR* was absent (Fig. 1). Previous studies showed that genes involved in the pentose catabolic pathway are regulated by AraR and XlnR in *A*. *niger* grown on L-arabinose^16^. After 2 and 8 h of growth on SBP, expression of L-arabitol dehydrogenase (*ladA*) and L-xylulose reductase (*lxrA*) was very low in all strains in which *araR* was absent (Fig. 5) suggesting that these genes are under absolute control of AraR. 

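At 2 h, *ladA* (NRRL3_02523) was at 3095 ± 202 FPKM in the reference strain and 229 ± 13.5 in Δ*araR* (log2 fold change −3.94, SE 0.28, adjusted p = 9.2e-06). For *lxrA* (NRRL3_10884) the means were 1645 ± 164 and 43.2 ± 6.63 FPKM (log2 fold change −5.44, SE 0.39, adjusted p = 8.2e-06). At 8 h, *ladA* was at 309 ± 40 FPKM in the reference strain and 30.8 ± 2.88 in Δ*araR* (log2 fold change −3.26, SE 0.41, adjusted p = 2.1e-05). It was at 116 ± 5.93 FPKM in Δ*araR*Δ*gaaR* (log2 fold change −1.37, SE 0.37, adjusted p = 3.6e-03) and 99.6 ± 0.792 in Δ*gaaR*Δ*araR*Δ*rhaR* (log2 fold change −1.41, SE 0.37, adjusted p = 3.1e-03). The means of *lxrA* at 8 h were 328 ± 40.4 FPKM in the reference strain and 12.3 ± 2.04, 7.1 ± 0.778 and 11.3 ± 1.01 in the 3 *araR* deletion strains, with log2 fold changes of −4.67, −5.49 and −4.63. In Δ*gaaR*, which carries *araR*, *lxrA* was also called lower at 8 h, at 58.5 ± 53.9 (replicates 20.4 and 96.6) FPKM (log2 fold change −2.38, SE 0.39, adjusted p = 5.5e-05). The log2 fold change was −1.66 without Δ*gaaR* replicate a and −3.92 without replicate b.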

The expression of *xyrA*, which encodes the enzyme that converts D-xylose to xylitol, was shown to be controlled by XlnR in *A*. *niger* on L-arabinose and D-xylose^16^. Accordingly, expression of this gene is not affected by deletion of GaaR, AraR or RhaR after 2 h of growth on SBP. 

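After 2 h, *xyrA* (NRRL3_01952) was at 713 ± 40.8 FPKM in the reference strain and 1490 ± 89.3 in Δ*araR* (log2 fold change 0.88, SE 0.24, adjusted p = 1.1e-01, called under DESeq2 and the fit of all 28 libraries). It was called higher in the 5 other mutants, at 1388 ± 19.2 FPKM in Δ*gaaR* (log2 fold change 0.90, SE 0.24, adjusted p = 4.1e-02) and 1162 ± 398 in Δ*rhaR* (log2 fold change 0.87, SE 0.24, adjusted p = 2.9e-02, not called under the fit of the 2 groups alone). The log2 fold changes were 1.00 in Δ*araR*Δ*gaaR*, 0.81 in Δ*gaaR*Δ*rhaR* and 0.74 in Δ*gaaR*Δ*araR*Δ*rhaR*, and the fit of the 2 groups alone did not call Δ*araR*Δ*gaaR* and Δ*gaaR*Δ*araR*Δ*rhaR*.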

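At 8 h, *xyrA* was at 50.7 ± 5.56 FPKM in the reference strain and 102 ± 15.7 in Δ*araR* (log2 fold change 1.06, SE 0.15, adjusted p = 7.4e-05). It was at 180 ± 13.5 FPKM in Δ*araR*Δ*gaaR* (log2 fold change 1.86, SE 0.15, adjusted p = 2.4e-08) and in Δ*gaaR*Δ*araR*Δ*rhaR* at 181 ± 3.96 (log2 fold change 2.05, SE 0.15, adjusted p = 7.6e-09). It was not called in Δ*gaaR* (0.56), Δ*rhaR* (0.59) or Δ*gaaR*Δ*rhaR* (0.56). The effect differed from that at 2 h in Δ*gaaR*Δ*araR*Δ*rhaR* (difference in log2 fold change 1.23, SE 0.29, adjusted p = 1.4e-03) and did not in Δ*araR* (0.88 and 1.06).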

After 8 h on SBP, expression of *xyrA* was considerably up-regulated in all strains where *araR* was absent. This might be caused by XlnR-AraR compensation effect, when in case of loss of one TF the other one takes over to maintain expression of crucial genes, as recently shown in *A*. *nidulans* ^27^. Expression of *xdhA* and *xkiA* was reduced in all Δ*araR* strains when compared to the reference strain, but the mRNA levels suggest that these genes remained active. This indicates that the *araR* deletion mutants are able to metabolize D-xylose, which is present in SBP in small amounts (0.5 mol %).

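At 2 h, *xdhA* (NRRL3_09204) was at 377 ± 1.03 FPKM in Δ*araR*, against 1124 ± 19.9 in the reference strain (log2 fold change −1.76, SE 0.25, adjusted p = 2.2e-03). The *xkiA* gene (NRRL3_04471) was at 72.5 ± 0.29 against 248 ± 51.1 FPKM (log2 fold change −1.96, SE 0.24, adjusted p = 7.2e-04). Both were called lower in Δ*araR*Δ*gaaR* and Δ*gaaR*Δ*araR*Δ*rhaR* too. At 8 h, *xdhA* was at 195 ± 25.6 FPKM in the reference strain and 53.2 ± 1.13 in Δ*araR* (log2 fold change −1.81, SE 0.17, adjusted p = 1.1e-06). It was not called in Δ*araR*Δ*gaaR* (−0.36) or Δ*gaaR*Δ*araR*Δ*rhaR* (−0.28). Expression of *xkiA* at 8 h was 105 ± 11.5 FPKM in the reference strain and was called lower in all 6 mutants, from 59.7 ± 0.82 FPKM in Δ*araR* (log2 fold change −0.75, SE 0.20, adjusted p = 9.8e-03) to 12.2 ± 0.318 in Δ*araR*Δ*gaaR* (log2 fold change −3.07, SE 0.24, adjusted p = 1.3e-08).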

*A*. *niger* can convert D-galactose through the Leloir pathway and the oxido-reductive pathway^32^. 

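In the reference strain at 2 h, the Leloir pathway genes *galK* (NRRL3_06978), *galD* (NRRL3_05970), *galF* (NRRL3_09139), *galG* (NRRL3_00925) and *pgmB* (NRRL3_05655) were at 219 ± 16, 233 ± 79.3, 137 ± 15.5, 311 ± 4.47 and 212 ± 86.9 FPKM. The oxido-reductive pathway genes *ladB* (NRRL3_07283), *xhrA* (NRRL3_07289) and *sdhA* (NRRL3_04328) were at 32.5 ± 7.06, 1.36 ± 0.382 and 5.73 ± 1.2 FPKM. At 8 h the first 5 genes were at 154 ± 3.32, 188 ± 13.4, 294 ± 3.75, 509 ± 18.3 and 194 ± 4.5 FPKM, and the other 3 at 2.04 ± 0.127, 0.69 ± 0.58 (replicates 0.28 and 1.1) and 6.69 ± 1.1. The *xhrA* gene had too few counts to be tested. In the mutants the highest mean of an oxido-reductive pathway gene was 97.9 ± 15.3 FPKM, for *ladB* in Δ*araR*Δ*gaaR* at 8 h, and the lowest mean of a Leloir pathway gene there was 82.1 ± 9.95 FPKM, for *galD*.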

When grown on SBP, the Leloir pathway genes were expressed at a higher level in the reference strain and the regulatory mutants suggesting that this pathway was mainly responsible for D-galactose conversion. The expression of the Leloir (*galK*, *galD*, *galF*, *galG*, *pgmB*) and the oxido-reductive (*ladB*, *xhrA*, *sdhA*) pathway genes was barely affected by *gaaR*, *araR* and *rhaR* deletions which indicates that GaaR, AraR and RhaR are not involved in regulation of D-galactose metabolism (Supplementary dataset S4). 

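Of the 5 Leloir pathway genes, 0 were called in Δ*gaaR* at 2 h, 1 at an unadjusted p under 0.05. At the same time point 2 were called higher and 1 lower in Δ*araR*Δ*gaaR*. At 8 h, 1 was called higher and 3 were called lower in each of the 4 *gaaR* deletion strains, 3 were lower in Δ*araR* and 1 was lower in Δ*rhaR*. The largest change in Δ*gaaR* was that of *galG*, at 95.8 ± 19.3 FPKM at 8 h (log2 fold change −2.31, SE 0.17, adjusted p = 6.3e-09), while *galF* rose to 653 ± 3.66 FPKM (log2 fold change 1.25, SE 0.14, adjusted p = 1.2e-06). In Δ*araR* the largest was that of *galD*, at 70.1 ± 5.68 FPKM at 8 h (log2 fold change −1.36, SE 0.18, adjusted p = 3.4e-05). Expression of *sdhA* was called in no mutant at 8 h, and at 2 h in Δ*gaaR*Δ*rhaR* alone (log2 fold change 1.24, SE 0.32, adjusted p = 2.0e-02). The *galK* gene was lower in Δ*araR* at both time points, with log2 fold changes of −0.69 at 8 h and −0.86, not called under the fit of the 2 groups alone, at 2 h.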

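In Δ*gaaR*, *ladB* was at 72 ± 2.47 FPKM at 8 h (log2 fold change 5.22, SE 0.21, adjusted p = 1.2e-11). The log2 fold changes were 5.60 in Δ*araR*Δ*gaaR*, 5.53 in Δ*gaaR*Δ*rhaR* and 5.07 in Δ*gaaR*Δ*araR*Δ*rhaR*, and 3.80 between Δ*gaaR*Δ*rhaR* and Δ*rhaR*. It was also called higher in Δ*rhaR*, at 6.28 ± 0.834 FPKM (log2 fold change 1.73, SE 0.31, adjusted p = 5.1e-04). In Δ*araR* it was at 3.92 ± 0.269 FPKM (log2 fold change 0.99, SE 0.34, adjusted p = 3.3e-02, not called under DESeq2, the fit of the 2 groups alone and the fit of all 28 libraries).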

After 8 h of growth on SBP, expression of the *ladB* gene was considerably increased in all strains in which *gaaR* was absent. This corresponds with increased expression of *galX*, which encodes a TF that regulates the D-galactose oxido-reductive pathway in *A*. *niger* ^33^ (Supplementary dataset S1). 

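The *galX* gene (NRRL3_07290) was at 2.16 ± 0.361 FPKM in the reference strain at 8 h and 5.83 ± 0.304 in Δ*gaaR* (log2 fold change 1.53, SE 0.36, adjusted p = 1.4e-03). In Δ*araR*Δ*gaaR*, Δ*gaaR*Δ*rhaR* and Δ*gaaR*Δ*araR*Δ*rhaR* the means were 8.59 ± 1.29, 5.42 ± 0.933 and 6.98 ± 1 FPKM, with log2 fold changes of 2.02, 1.69 and 1.91. It was not called in Δ*araR*, at 2.98 ± 1.63 (replicates 1.82 and 4.13) FPKM, or in Δ*rhaR*, at 2.93 ± 1.43 (replicates 3.94 and 1.92) FPKM.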

Our results indicate that the Δ*gaaR*Δ*araR*Δ*rhaR* triple mutant is not able to metabolize D-galacturonic acid, L-arabinose and L-rhamnose but can still grow on pectin due to D-galactose release and metabolism.

### Expression of XlnR-dependent targets is up-regulated in *gaaR* deletion strains

After 8 h of growth on SBP, expression of several genes encoding xylan and cellulose-degrading enzymes was strongly up-regulated in all strains in which *gaaR* was deleted (Fig. 6). This group included known XlnR-dependent genes, such as *faeA*, *cbhB*, *eglB*, *aguA* and *axhA* (Fig. 6 Clusters A–C)^34,35^ and correlated with increased transcript levels of the *xlnR* gene, which was 2-fold higher in the triple mutant grown on SBP for 8 h (Supplementary dataset S1). 

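Of the 26 genes in Fig. 6 with an identifier, 25 were called higher in Δ*gaaR* at 8 h, and all 26 in Δ*araR*Δ*gaaR*, in Δ*gaaR*Δ*rhaR* and in Δ*gaaR*Δ*araR*Δ*rhaR*. The same 25 genes were called in all 4 strains, and the count was the same adjusted over the list alone. The list was chosen by the study on these libraries, so these counts are not independent evidence. In Δ*araR*, 10 of the genes were called higher and 1 lower, and in Δ*rhaR* 15 higher and 1 lower. Against Δ*rhaR*, which carries the same *pyrG* marker, 26 were called higher in Δ*gaaR*Δ*rhaR*. The median fold of the mean FPKM over the reference strain was 13.8 in Δ*gaaR*, 17.7 in Δ*araR*Δ*gaaR*, 21 in Δ*gaaR*Δ*rhaR* and 41.7 in Δ*gaaR*Δ*araR*Δ*rhaR*, with at most 3 counts taken as 3. Simulated unchanged strains gave a mean of 0 such genes in 20 draws, with no shift shared by the genes of a culture in the simulation. The gene missing in Δ*gaaR* was *inuA* (NRRL3_09884), at 0.535 ± 0.375 (replicates 0.27 and 0.8) FPKM in Δ*gaaR* and 1.88 ± 0.262 in Δ*gaaR*Δ*araR*Δ*rhaR*. The count was 25 under each alternative tried.

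**Figure D7:**
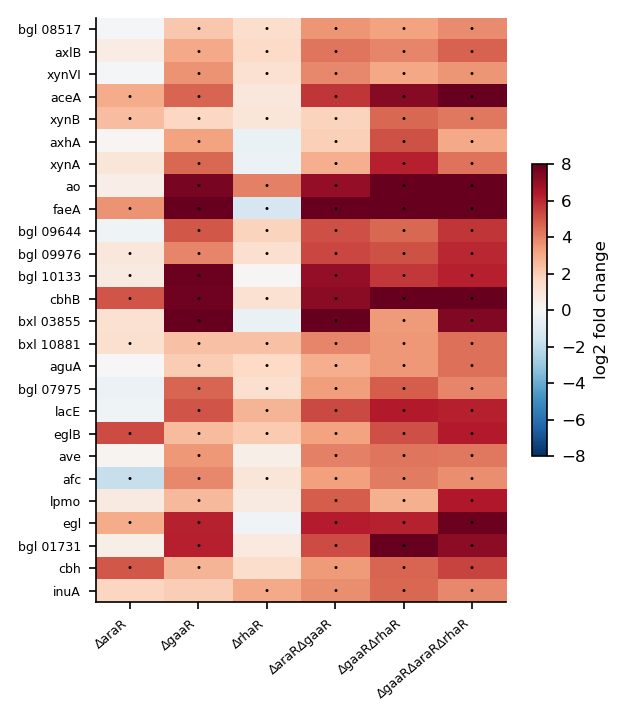
Log2 fold change against the reference strain at 8 h (colour) for the 26 genes of Fig. 6 (lines) in each mutant (columns). A dot marks a call.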

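At 8 h, *faeA* (NRRL3_00007) was at 5.62 ± 2.28 FPKM in the reference strain and 1787 ± 39.9 in Δ*gaaR*Δ*araR*Δ*rhaR* (log2 fold change 8.52, SE 0.25, adjusted p = 4.9e-13). The means were 1.03 ± 0 and 397 ± 65.1 FPKM for *cbhB*, NRRL3_02584 (log2 fold change 8.79, SE 0.25, adjusted p = 3.4e-13). For *eglB* (NRRL3_04917) they were 3.17 ± 0.29 and 225 ± 12.1 FPKM (log2 fold change 6.36, SE 0.37, adjusted p = 4.7e-10). For *aguA* (NRRL3_01069) the means were 5.45 ± 0.82 and 100 ± 7.89 FPKM (log2 fold change 4.42, SE 0.27, adjusted p = 7.1e-10). The *axhA* gene (NRRL3_08707) was at 155 ± 0.948 and 1078 ± 91.9 FPKM (log2 fold change 3.01, SE 0.40, adjusted p = 5.9e-06). The *xlnR* transcript (NRRL3_04034) was at 56.8 ± 1.57 FPKM in the reference strain and 109 ± 7.91 in Δ*gaaR*Δ*araR*Δ*rhaR* (log2 fold change 1.15, SE 0.12, adjusted p = 3.0e-07). In Δ*araR*, which carries *gaaR*, *cbhB* and *eglB* were also called higher, with log2 fold changes of 5.01 and 5.22, while *xlnR* was not (−0.36).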

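Expression of *clrA* (NRRL3_03544, listed as *clr1*) rose from 15.2 ± 0.495 FPKM in the reference strain to 36.7 ± 3.56 in Δ*gaaR*Δ*araR*Δ*rhaR* at 8 h (log2 fold change 1.49, SE 0.19, adjusted p = 4.0e-06). The *clrB* transcript (NRRL3_09050, listed as *clr2*) rose from 48.7 ± 4.94 to 270 ± 33 FPKM (log2 fold change 2.69, SE 0.19, adjusted p = 5.6e-09). In Δ*gaaR* they were at 25.8 ± 1.75 (log2 fold change 0.86, SE 0.19, adjusted p = 1.0e-03) and 102 ± 23.5 FPKM (log2 fold change 1.17, SE 0.19, adjusted p = 5.2e-05). Both genes were called in Δ*araR*Δ*gaaR* and Δ*gaaR*Δ*rhaR* as well, and *clrB* also in Δ*rhaR* (log2 fold change 0.94, SE 0.19, adjusted p = 1.5e-03).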

Other TF-encoding genes, *clrA* and *clrB*, involved in cellulose degradation were also up-regulated. This is most likely a consequence of the increased expression levels of *xlnR*, since XlnR was reported to regulate expression of *clrA* and *clrB* in *A*. *niger* grown on lignocellulose^29^. These results suggest that the TFs GaaR and XlnR might have an antagonistic effect in *A*. *niger*.

**Figure 6:**
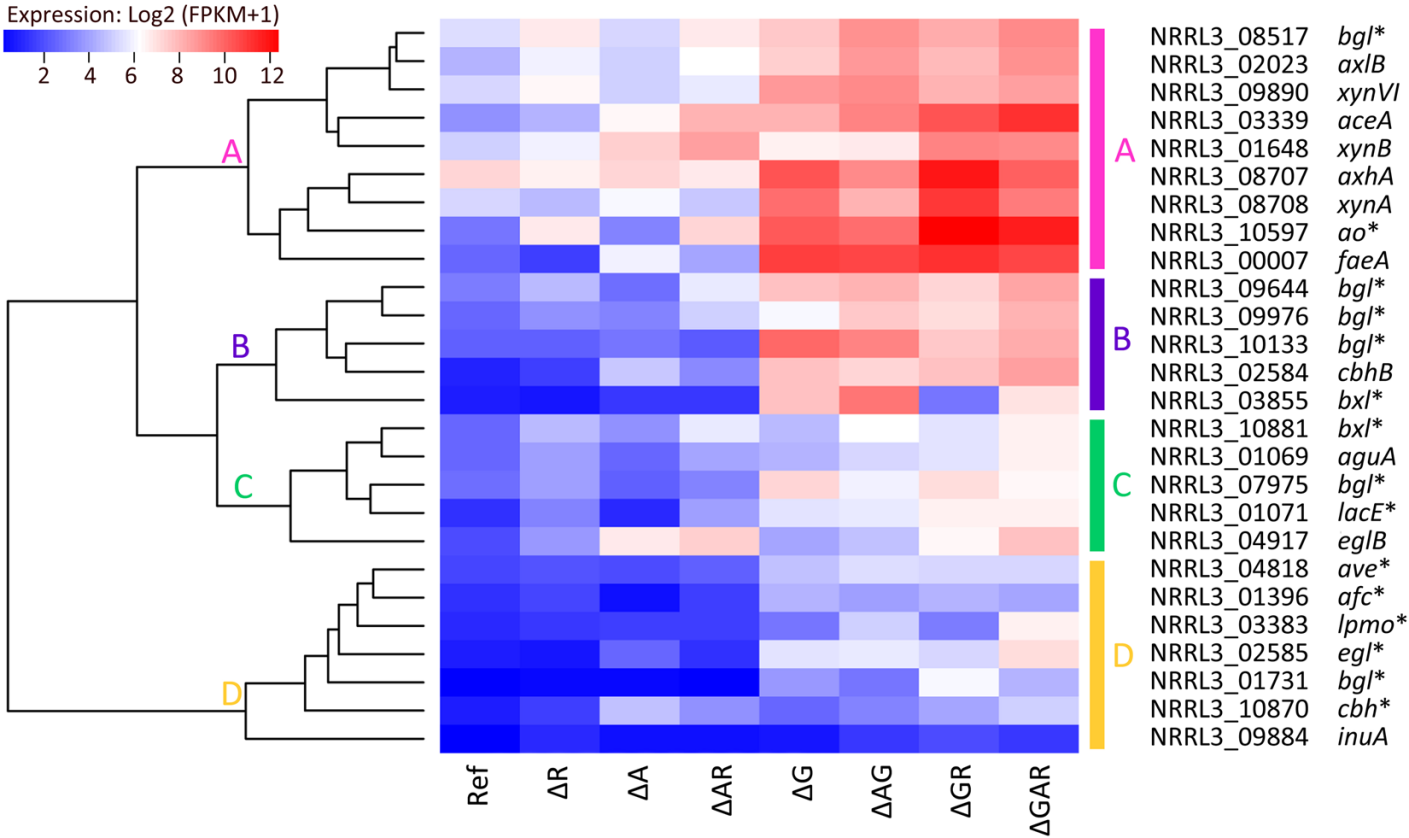
Hierarchical clustering of CAZy genes with significantly up-regulated expression levels in the triple mutant grown on SBP for 8 h. The color code displayed represents averaged and logged expression values (FPKM + 1) of duplicates. Clusters A-D can be distinguished. Genes with no biochemical validation available are marked by an asterisk. The (putative) function of the genes can be found in Supplementary dataset S12.

### Conserved regulatory motifs were found in the promoter of co-operated pectinolytic genes

Presence of a conserved regulatory element in the promoter of a gene suggests direct regulation by TF-DNA interaction^36^. While GaaR and (putative) AraR motifs have been identified before^21,23^, the RhaR consensus element remains unknown. In this study we analyzed promoters of 34 RhaR-dependent genes for *in silico* motif prediction using MEME Suite software^37^. One novel motif, TG[CAG][GTA]GGG, was identified in the promoters of 82% (28/34) of the RhaR-dependent genes with the *P*-value < 1E-04 (Supplementary dataset S5). Compared to relatively high enrichment among RhaR target genes, the motif was present in only 31% (3688/11717) promoters in the whole genome promoter search. Additionally, we investigated the evolutionary conservation of TG[CAG][GTA]GGG motif among 28 putative RhaR-dependent genes in five representative *Aspergillus* species (*A*. *niger*, *A*. *nidulans*, *A*. *aculeatus*, *A*. *fumigatus*, *A*. *oryzae*) (Supplementary dataset S5). We found the motif to be present in the majority of the orthologous genes analyzed showing high conservation among Aspergilli.

1 kb upstream regions of genes under combined control of two or three TFs were analyzed for the presence of conserved (putative) GaaR, AraR and RhaR binding motifs (overview in Table 2, Supplementary dataset S6). Four out of six putative AraR binding motifs^23^ were not found in the promoter of analyzed genes; therefore only two remaining motifs are presented in Table 2. For four genes (*pmeA*, *pmeB*, *xghA* and *abnD*) the presence of binding motifs corresponded with the expression data. 

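The effect of the *araR* deletion on *pmeA* differed between 8 and 2 h (difference in log2 fold change 4.96, SE 0.55, adjusted p = 1.0e-05), and at 8 h the gene was at 60.1 ± 11 FPKM in Δ*araR* (log2 fold change 0.30, SE 0.17, adjusted p = 2.0e-01). The effect of the *rhaR* deletion differed as well (difference in log2 fold change −1.66, SE 0.47, adjusted p = 3.1e-02), but not with only Δ*rhaR* and the reference strain fitted.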

The expression analysis indicated that *pmeA*, encoding pectin methyl esterase, is controlled by GaaR and AraR after 2 h and by GaaR and RhaR after 8 h of growth on SBP (Figs 3 and 4). The putative binding motifs of all three TFs were indeed identified in the *pmeA* promoter (Table 2). Similarly, the binding motifs of GaaR and AraR, but not RhaR were identified in the promoter of another pectin methyl esterase *pmeB* and this gene was shown to be co-dependent on GaaR and AraR on pectin. 

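The decrease of *pmeB* was smaller at 8 h than at 2 h in Δ*araR* (difference in log2 fold change 5.32, SE 0.72, adjusted p = 1.1e-04) and in Δ*gaaR* (difference in log2 fold change 3.41, SE 0.75, adjusted p = 1.1e-03). In the *rhaR* deletion strain the gene was not called at 2 h, at 158 ± 16.1 FPKM, or at 8 h, at 213 ± 32.3 FPKM.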

The expression of *xghA*, encoding xylogalacturonase, is GaaR and AraR-dependent after 2 h of growth on SBP and binding sites for both TFs were detected in the *xghA* promoter. 

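At 8 h, *xghA* was at 38.2 ± 0.714 FPKM in the reference strain and 86.5 ± 81 (replicates 29.2 and 144) in Δ*gaaR* (log2 fold change 1.28, SE 0.45, adjusted p = 2.1e-02, not called under DESeq2 and the fit of the 2 groups alone). Without Δ*gaaR* replicate b the log2 fold change was −0.30, and without replicate a it was 2.02. In Δ*araR* it was at 67.5 ± 8.67 FPKM (log2 fold change 0.88, SE 0.46, adjusted p = 1.6e-01, called under the fit of the 2 groups alone). It was called lower in Δ*araR*Δ*gaaR*, at 5.1 ± 1.78 FPKM (log2 fold change −2.87, SE 0.63, adjusted p = 7.8e-04), and higher in Δ*gaaR*Δ*rhaR*, at 452 ± 104 FPKM (log2 fold change 3.92, SE 0.46, adjusted p = 1.7e-06). The effects at the 2 time points differed in Δ*gaaR* (difference in log2 fold change 4.92, SE 0.77, adjusted p = 3.5e-05) and in Δ*araR* (difference in log2 fold change 6.26, SE 0.86, adjusted p = 1.3e-04).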

Finally, expression of *abnD*, encoding a putative endo-1,5-alpha-arabinanase, was controlled by both GaaR and RhaR after 2 h on SBP. 

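At 8 h, *abnD* was at 48.6 ± 0.0495 FPKM in the reference strain, 11.7 ± 2.52 in Δ*gaaR* (log2 fold change −1.96, SE 0.18, adjusted p = 1.1e-07) and 43.2 ± 0.283 in Δ*rhaR* (log2 fold change −0.05, SE 0.16, adjusted p = 8.5e-01). The effect of the *rhaR* deletion differed between the time points (difference in log2 fold change 1.62, SE 0.34, adjusted p = 3.9e-03).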

Again, the regulatory motifs of GaaR and RhaR were identified in this promoter. Thus, the presence of these conserved elements supported by the expression analysis strongly suggests that these genes are under combined control in *A*. *niger* grown on sugar beet pectin. For the other genes identified as co-dependent on two or three TFs on SBP, there was no correlation between the presence of the binding site and the expression. For those genes we hypothesize that (1) permitted variation in sequence of the regulatory elements occurred, (2) other, unknown regulatory elements are involved or (3) other regulatory proteins are recruited.

**Table 2:** Promoter analysis of selected pectinolytic genes. The position of the motif on the upstream strand is given with respect to the transcription start codon. The (putative) function of the genes can be found in Supplementary dataset S12.

NRRL3 gene ID	Gene name	GaaR regulatory element	AraR regulatory elements^a^		RhaR regulatory element^b^
		CC[acgt]CCAA	CCCC[atcg]CC	[ctg][tc][tca][ct][tc][cta][ct][tcg][tc][ct][tc][cta][ta][ct][ct]	TG[cag][gta]GGG
NRRL3_08325	*pmeA*	(−) 307 and (+) 982	(+) 180 and (−) 877		(+) 957
NRRL3_07470	pmeB*	(+) 388	(+) 539		
NRRL3_01237	*pelD*	(−) 409 and 465^c^		(+) 73	(−) 453 and 701
NRRL3_05260	*pgxC*	(+) 267 and (−) 642			(−) 462 and 701
NRRL3_07469	*xghA*	(−) 567	(−) 416		
NRRL3_09126	*rhgA*		(−) 363		(+) 313
NRRL3_00839	urhgA*	(−) 990		(+) 14	(+) 989 and (−) 125
NRRL3_01038	urhgB*			(+)177, 221, 218, 128 and 125	
NRRL3_03279	rha*	(+) 544	(+) 916		(+) 89 and 237 and 890
NRRL3_01606	*abfA*		(+) 133	(+) 196, 253 and 268	(+) 467 and 819
NRRL3_10865	abfC*			(−) 769, 770 and 773	(−) 195 and (+) 791
NRRL3_00092	*abnA*	(+) 999			(+) 663
NRRL3_07094	abnD*	(+) 230		(+) 488	(+) 739 and 774
NRRL3_02479	lacB*			(−) 535	(+) 13
NRRL3_11738	lacC*	(+) 266			(−) 171 and 362 and 839
NRRL3_06419	*xarB*		(+) 508 and 513 (−) 888	(+) 98, 205, 206 and 211 and (−) 998	(−) 331 and 686
NRRL3_02931	*faeB*		(−) 679	(+) 43, 47 and 48	(+) 84 and 232 and 965

^*^No biochemical validation available.

^a^Two of six putative AraR binding motif predicted *in silico* by Battaglia *et al*.^23^.

^b^Putative RhaR binding motif predicted *in silico* in this study.

^c^Not identified in our study but detected by Alazi *et al*.^14^.

In summary, we found that GaaR, AraR and RhaR all contribute to the regulation of pectin degradation in *A*. *niger* grown on sugar beet pectin. By studying single, double and triple mutants of those TFs, we identified the sets of down-regulated genes controlled by those TFs (Supplementary datasets S7 and S8). This approach leads to stronger conclusions than studying single TF knockouts as the strains are internal references for each other. 

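Genes called lower in at least 1 of the 6 mutants with a mean FPKM more than 5-fold lower than in the reference strain, and over 20 FPKM there, numbered 297 at 2 h and 688 at 8 h. Of these, 295 at 2 h and 653 at 8 h are among the genes that the paper lists in Supplementary datasets S7 and S8. The paper's lists hold 308 and 658 genes, of which 302 and 653 were more than 5-fold lower in at least 1 of the mutants analysed here.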

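By the polymer the enzymes act on, the GaaR-dependent genes at 2 h were 14 of 23 for HG, 5 of 22 for RG-I and 5 of 30 for the side chains. At 8 h they were 13, 2 and 7 of the same sets. The AraR-dependent genes were 12 for HG, 3 for RG-I and 11 for the side chains at 2 h, and 2, 1 and 8 at 8 h. Counting each single mutant by itself, 27 of the 76 genes were called lower in Δ*gaaR* at 2 h and 29 at 8 h, against 27 and 16 in Δ*araR*.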

Our results confirm that GaaR is the major TF involved in regulation of pectin degradation because it controls expression of the majority of genes encoding enzymes acting on HG, RG-I and the arabinan and arabinogalactan side chains of pectin. 

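In Δ*rhaR*, 7 of the pectinolytic genes were called lower and 17 higher at 2 h, and 8 lower and 25 higher at 8 h. Since Δ*rhaR* carries *pyrG* and the reference strain does not, these counts cannot separate the marker from the loss of *rhaR*. Of the 22 genes for RG-I-active enzymes, 6 had a mean under 1 FPKM in the reference strain at 2 h, 9 lay from 1 to 20 and 7 above 20. At 8 h the numbers were 5, 12 and 5, and the median was 7.5 FPKM.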

RhaR had the least impact on expression of pectinolytic genes on SBP and most of the genes encoding RG I-active enzymes were not expressed in our conditions. Lack of L-rhamnose, the putative RhaR activating signal molecule, might explain the observed results. For several pectinolytic genes, the regulation of expression on SBP was shown to be dependent on combined control by two or even three TFs. Our results suggest that there might be an antagonistic effect between GaaR and XlnR, because deletion of *gaaR* seems to increase expression of *xlnR* and the main XlnR-dependent targets. 

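The *xlnR* transcript was called higher in each *gaaR* deletion strain at 8 h, at 136 ± 1.44 FPKM in Δ*gaaR* (log2 fold change 1.36, SE 0.12, adjusted p = 4.9e-08). The means were 104 ± 2.29 FPKM in Δ*araR*Δ*gaaR* (log2 fold change 0.91, SE 0.12, adjusted p = 4.4e-06) and 140 ± 3.52 in Δ*gaaR*Δ*rhaR* (log2 fold change 1.66, SE 0.12, adjusted p = 4.4e-09). It was also higher in Δ*gaaR*Δ*rhaR* than in Δ*rhaR* (log2 fold change 0.96, SE 0.11, adjusted p = 2.3e-06). In Δ*rhaR* it was at 84.9 ± 15.9 FPKM, less than 1.5-fold higher than in the reference strain by mean FPKM but more by fitted counts (log2 fold change 0.69, SE 0.12, adjusted p = 3.2e-04). At 2 h, Δ*gaaR* did not differ from the reference strain (0.14), and the effects at the 2 time points differed (difference in log2 fold change 1.16, SE 0.29, adjusted p = 3.2e-03). From the higher transcript levels of *xlnR* and of its targets without *gaaR*, the paper proposes an antagonistic effect between the 2 TFs.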

The expression of several genes encoding xylan and cellulose-active enzymes was especially highly up-regulated in the triple mutant Δ*gaaR*Δ*araR*Δ*rhaR* (fold changes range 300–500x; Supplementary datasets S9 and S10). This indicates that in the complex TF network that is regulating plant polysaccharide degradation in *A*. *niger*, even apparently not related systems are able to affect each other.

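In the triple mutant at 8 h, 6 of the 26 genes of Fig. 6 had a mean FPKM more than 100-fold that of the reference strain, with genes of at most 3 counts in each library of a strain set to a floor of 3 counts, and 7 did without the floor. The largest fold was 514, for NRRL3_10597, which rose from 6.88 ± 2.6 to 3539 ± 141 FPKM (log2 fold change 9.22, SE 0.43, adjusted p = 3.9e-11). Apart from the 2 genes at the floor in the reference strain, *inuA* and NRRL3_01731, the smallest fold was 6.94, for *axhA*, and that of *inuA* was at least 4.68. The largest folds in Δ*araR*Δ*gaaR* and Δ*gaaR*Δ*rhaR* were 922 (NRRL3_03855) and 851 (NRRL3_10597). Against Δ*gaaR*Δ*rhaR*, 12 of the genes were called higher in the triple mutant and 5 lower, and against Δ*araR*Δ*gaaR* 13 higher and 2 lower.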

## Methods

### Strains, media and growth conditions

All *A*. *niger* strains used in this study were deposited at the culture collection of the Westerdijk Fungal Biodiversity Institute (previously named CBS-KNAW) under accession numbers indicated in Table 1. Strains were grown at 30 °C in Minimal Medium (MM) or Complete Medium (CM) with appropriate carbon source added^38^. Media of auxotrophic strains were supplemented with 1.22 g L^−1^ uridine. All liquid cultures were incubated in the rotary shaker at 250 rpm. Before protoplasting, the strains were pre-grown for 16 h in Transformation Medium (TM) composed of MM with 5 g L^−1^ yeast extract, 2 g L^−1^ casamino acids and 2% (w/v) glucose. Positive transformants were selected on MM 1.2% (w/v) agar plates with 0.95 M sucrose and 50 mg L^−1^ phleomycin (InvivoGen, Toulouse, France) or 100 mg L^−1^ hygromycin B (InvivoGen, Toulouse, France). To prevent background growth, hygromycin plates were supplemented with 0.5 g L^−1^ caffeine. Phenotypical analysis of the deletion strains were performed in duplicates with MM plates containing 1.5% (w/v) agarose and 25 mM D-glucose, 25 mM L-arabinose, 25 mM D-galacturonic acid, 25 mM L-rhamnose, 1% (w/v) polygalacturonic acid, 1% (w/v) AP (washed and not-washed), 1% (w/v) SBP (washed and not-washed). The pH was adjusted to 6 when necessary. For preparation of the washed pectins, appropriate amount of AP and SBP was mixed with cold water for 5 min, centrifuged and the supernatant containing free monomeric sugars was removed. The remaining pectin pellets were added to MM with 1.5% agarose and autoclaved. Plates were inoculated with 1000 spores in 2 µl of ACES buffer and grown for 6 days. In transfer experiments, freshly harvested spores were pre-grown for 16 h in CM with 2% (w/v) D-fructose. The mycelium was then harvested by filtration over sterile cheesecloth, washed with MM and ~2.5 g (wet weight) was transferred to 50 mL MM with 1% (w/v) sugar beet pectin. After 2 and 8 h of incubation, the mycelium was harvested by vacuum filtration, dried between two sheets of paper and frozen in liquid nitrogen. The culture filtrate was harvested, centrifuged and frozen. All samples were stored in −20°C until being processed.

### Construction of gene deletion strains

Standard molecular biology methods were used for DNA manipulations^39^ unless stated otherwise. The deletion cassettes (containing 5′ and 3′ flanking regions and the selection marker) were constructed using fusion-PCR^40^. For the flanking regions, The ~1000 bp long upstream and downstream DNA fragments of the gene to be deleted were PCR amplified using primers listed in Supplementary dataset S11 and N402 gDNA as a template. For the selection markers, the *Escherichia coli* hygromycin B (*hph*) resistance gene and the *Streptococcus hindustanus* phleomycin (*phle*) resistance gene were amplified from pAN7–1 and pAN8-1 vectors, respectively^41,42^. Correct assembly of the deletion cassettes was tested by restriction enzyme digestion (data not shown).

*A*. *niger* protoplasting and transformation protocol was kindly provided by prof. A. Tsang from Concordia University and is derived from a previously described method^43^ and slightly modified based on^44^. Young mycelia from overnight culture were harvested by vacuum filtration, washed with 0.6 M MgSO_4_ and dried between two sheets of paper. The mycelium was then dissolved in PS buffer (0.2 M sodium phosphate buffer, 0.8 M L-sorbitol, pH6) containing VinoTaste® Pro lysing enzyme (0.5 g enzyme/g of mycelia) and incubated in a rotary shaker at 100 rpm. When protoplasts were abundantly present, the mixture was filtrated through glass wool and undigested mycelia debris were removed. The protoplasts were collected by centrifugation (10 min, 1811 × *g*, 4°C), washed twice with ice-cold SC solution (182.2 g L^−1^ sorbitol, 7.35 g L^−1^ CaCl_2_ * 2H_2_O) and resuspended in SC to a final concentration of 2 * 10^7^ protoplast/mL. For transformation, 200 µL of fresh protoplast suspension, 20 µL of 0.4 M ATA (AurinTricarboxylic Acid ammonium salt), 100 µL of 20% PEG-4000 were mixed with 5 µg of deletion cassette DNA and incubated for 10 min. After addition of 1.5 mL 60% PEG-4000 the mixture was incubated for 20 min. Next, 5 mL 1.2 M sorbitol was added and incubated another 10 min. Transformed protoplasts were collected by centrifugation (10 min, 3220 × *g*), resuspended in 1 mL 1.2 M sorbitol and spread evenly over two selective plates using a cell spreader. Growing colonies were observed after 4 days. Putative deletion strains were purified by two consecutive single colony streaks. gDNA of two independent transformants per strain was isolated using standard phenol/chloroform extraction. Homologous integrations of the deletion cassette were verified by Southern blotting (data not shown). The probes for Southern blotting were DIG-labelled using flanking primers indicated in Supplementary dataset S11, the PCR DIG Probe Synthesis kit (Roche Applied Science) and N402 gDNA as a template.

### Saccharification and identification of enzyme products

Culture filtrates of the reference strain and regulatory mutants grown on SBP for 8 h were used to evaluate degradation efficiency of the strains. Saccharification reactions were assembled in a microtiter plate, three technical replicates and two biological replicates were analyzed. Each reaction contained 20 µL of culture filtrate mixed with 3% (w/v) SBP in 50 mM sodium citrate (pH5) in a final volume of 250 µL. The reactions were incubated for 6 h, with an agitation speed of 400 rpm at 30°C and stopped by heat inactivation of enzymes for 15 min at 95°C. The plate was then centrifuged (10 min, 3000 × *g*), the supernatant was diluted 5-fold in water and analyzed. The enzyme products were identified by High Performance Liquid Chromatography (HPLC) as described previously^45^. Statistical significance was tested using Student’s *t*-test.

### RNA extraction and gene expression analysis

The transcriptomes of the reference strain, single, double and triple mutants induced on SBP for 2 and 8 h were analyzed using RNA-seq. Transfer experiments and subsequent RNA-sequencing were performed in duplicates. RNA was extracted from grinded mycelia using TRIzol® reagent (Invitrogen, Breda, the Netherlands) and purified with NucleoSpin® RNA II Clean-up kit (Macherey-Nagel) with rDNase treatment. The RNA quantity and quality was checked with a RNA6000 Nano Assay using the Agilent 2100 Bioanalyser (Agilent Technologies, Santa Clara, CA, USA). RNA samples were single-end sequenced using Illumina HiSeq^TM^ 2000 platform (http://illumina.com). Purification of mRNA, synthesis of cDNA library and sequencing were conducted at the BGI Tech Solutions Co., Ltd. (Hong Kong, China). Raw reads were produced from the original image data by base calling. On average, ~13 million reads of 51 bp per sample were obtained. After data filtering, the adaptor sequences, highly ‘N’ containing reads (>10% of unknown bases) and low quality reads (more than 50% bases with quality value of <5%) were removed. After data filtering, on average, ~99.3% clean reads remained. Clean reads were then mapped to the genome of Aspergillus niger NRRL3 (http://genome.jgi.doe.gov/Aspni_NRRL3_1) using Bowtie2^46^ and HISAT^47^. On average, 72.8% total mapped reads to the genome was achieved. The gene expression level was measured as Fragments Per Kilobase of transcript per Million mapped reads or FPKM^48^. The multi-mapped reads were removed. For lowly expressed genes, the reads alignment was manually checked using NRRL3 gene models and an Integrative Genomics Viewer (IGV) software^49^. Transcript quantification and differential expression were conducted using the software packages RSEM^50^ and DESeq. 2^51^. A cut-off of fold change > 1.5 between the mutants and the reference strain and adjusted *P*-value ≤ 0.05 were used to identify differentially expressed genes. The heat maps were made by the “gplots” package of R software, with the default parameters: “Complete-linkage clustering method and Euclidean distance”. The RNA-seq data generated in this study has been deposited at the Gene Expression Omnibus (GEO) database with accession number: GSE97974.

### Transcription factor binding motif discovery

RhaR-dependent genes, down-regulated in Δ*rhaR* when compared to the reference strain on L-rhamnose, were selected based on the RNA-seq data generated in our group (Khosravi *et al*., unpublished results). Promoters of 34 putative RhaR targets were extracted form *A*. *niger* NRRL3 v1.0 genome available online at http://genome.jgi.doe.gov/Aspni_NRRL3_1/Aspni_NRRL3_1.home.html. The motif identification was performed with the MEME^37^ software on the set of 34 putative RhaR-binding sequences. The motif width was set from 6 to 10 bases and specified the occurrences to zero or to one per sequence for the MEME search parameters. Only motifs with *E*-value < 1E-02 were used for further analysis. Then, the motif and position-specific probability matrix was generated by MEME to rescan all the promoter sequences of *A*. *niger* NRRL3 v1.0 genome with the FIMO^52^ program. The potential RhaR binding sites were selected with *P*-value < 1E-04.

For motif conservation analysis, the orthologous proteins of 28 putative RhaR-dependent targets were identified by protein sequence similarity search (blastp) against the genome of *A*. *aculeatus* ATCC 16872, *A*. *fumigatus* Af293, *A*. *nidulans* FGSC A4 and *A*. *oryzae* RIB40 available online at JGI MycoCosm (http://genome.jgi.doe.gov/programs/fungi/index.jsf) and AspGD (http://www.aspergillusgenome.org). The orthologous proteins were bi-directional best hits (BBHs) and had minimum 50% sequence identity.

## Electronic supplementary material

Supplementary Dataset 1-12

How the deposited data were processed for this re-analysis (not part of the article)

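The authors deposited for each library an expected count and an FPKM per gene, both made with RSEM after the reads were mapped to the NRRL3 genome and reads that mapped to more than one place were removed. The expected counts held between 28 and 45 values with decimals per library and were rounded to whole numbers. The FPKM that the authors deposited equal the expected count divided by the gene length less 36 bases and by a read total, and the listed counts made up 96.4 to 96.8 percent of that total. Genes without reads were not listed in a library, and 11726 genes were listed in any library and 9370 in all of them. All 1582 mean FPKM of Supplementary datasets S1 to S4 that could be compared equalled the means of the 2 libraries.

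Differences between strains were tested with edgeR 4.0.16 in R 4.3.3. Counts were scaled by TMM and filtered with filterByExpr by strain, dispersions were estimated by estimateDisp and glmQLFit, and contrasts were tested with glmQLFTest and adjusted by Benjamini-Hochberg. Each time point was fitted by itself with 1 mean per strain, and SE is the log2 fold change divided by the square root of F. A call needed an adjusted p of at most 0.05 and a ratio of mean FPKM over 1.5. Interactions were fitted over all 28 libraries and called at an adjusted p of at most 0.05. A gene was dependent on a TF when it was called lower in every analysed strain without it. DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were also used.

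The tests, the thresholds, the alternatives and the rule for naming genes were set before the data were examined, except the comparisons of Δ*gaaR* with Δ*araR* and with Δ*rhaR* and the tests named in the closing text as chosen later. Genes named are those with an NRRL3 identifier in the Results text, Table 2 or Figs 3 to 6, the targeted TF genes first. For each test across all genes the rule adds at most 2 genes with the largest increase and 2 with the largest decrease, among called genes with no overlap between replicates and a mean of at least 20 FPKM in one group.

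The procedure was run on simulated libraries with the depth and spread of these data, with 200 genes of at least 20 expected reads in the reference strain changed by a log2 fold change from 1 to 4 in either direction. It called 78 percent of them at 2 h and 92.5 percent at 8 h, and for interactions 83 percent. With 200 genes changed, the procedure was not tried where as many genes change as in the *gaaR* deletion strains at 8 h. Among unchanged genes it called 11 at 2 h and 6 at 8 h, and 15 for interactions. The log2 of FPKM + 1 of replicates correlated with 0.971 to 0.992, and the replicates of Δ*araR*Δ*gaaR* at 2 h were the least alike.

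The alternatives were DESeq2, median-of-ratios size factors, no filter on low counts, a filter on FPKM, a fit of the compared groups alone, a fit of all 28 libraries, a fold change from fitted counts or with 1 added to the FPKM, the replicate letter as a block, and leaving out each library. The Δ*araR*Δ*rhaR* strain was not analysed here, and neither were the growth tests, the sugar release measurements and the promoter motifs. Gene positions were not used here.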

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

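In this part, the tests of cultures ahead or behind in time, of the counts left to less abundant genes and of the joint loss of *araR* and *gaaR* were chosen only after the result was seen.

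The effects of the deletions on the pectinolytic genes differed between the time points, which drew attention to 35 genes in Δ*araR*, 34 in Δ*gaaR*, 8 in Δ*rhaR*, 45 in Δ*araR*Δ*gaaR*, 38 in Δ*gaaR*Δ*rhaR* and 44 in Δ*gaaR*Δ*araR*Δ*rhaR*, by the interaction test. Genes called in opposite directions at 2 and 8 h numbered 6 in Δ*araR*, 3 in Δ*gaaR*, 3 in Δ*rhaR*, 11 in Δ*araR*Δ*gaaR*, 6 in Δ*gaaR*Δ*rhaR* and 9 in Δ*gaaR*Δ*araR*Δ*rhaR*. Under some alternatives, *pgxB* in Δ*araR* and *xghA* in Δ*gaaR* lost a call. Library size is an unlikely cause, since the largest library total was 1.09 times the smallest. The counts left to genes outside the 10 most abundant gave a difference in log2 of at most 0.16, and the genes counted differed by at least 0.64, which argues against a few genes taking most of the counts. Gene length had a rank correlation with the difference of at most 0.11 over the 6 mutants. A change of regulation with time on SBP is a candidate explanation, found and tested on the same libraries.

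In Δ*araR*, 6 pectinolytic genes were lower at 2 h and higher at 8 h. Where expression moves steadily, Δ*araR* cultures that lagged behind at 2 h would change against the direction from 2 to 8 h, taken from Δ*rhaR*. That gives a negative correlation over genes, and it was 0.21. Genes that peak near 2 h and then fall would give a positive one, and no earlier time was sampled. The correlation therefore cannot decide on a delay of the whole culture, and an effect of AraR that depends on time may remain.

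At 2 h, 253 genes, 6 of them discussed in the paper, changed the same way in the 5 mutants that carry *pyrG* and not in Δ*araR*, which lacks it like the reference strain. Simulated unchanged strains gave a mean of 0, with no shift shared by the genes of a culture in the simulation. Of the 253 genes, 4 were called the same way between Δ*gaaR*Δ*rhaR* and Δ*rhaR*, which both carry the *pyrG* marker. The marker, with the uridine added for strains without it, and an effect that the loss of *gaaR* and the loss of *rhaR* share cannot be told apart, since every strain without either gene carries *pyrG*.

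At 8 h, 628 genes showed the same pattern, 19 of them discussed in the paper, and 465 did when Δ*rhaR* was left out in place of Δ*araR*. Of the 628 genes, 452 were also called between Δ*gaaR*Δ*rhaR* and Δ*rhaR* in the direction of the pattern, which the *pyrG* marker would leave alike, so the marker is unlikely to be the whole cause for these. For the other 176 genes the marker and the deletions cannot be told apart, since every strain without *gaaR* or *rhaR* carries it.

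In Δ*araR*Δ*gaaR* at 2 h, 3613 genes were called outside those that the paper discusses, more than in any other mutant at 2 h. With only this mutant and the reference strain fitted, the 3697 genes called in all became 2193. The log2 differences between the replicates of Δ*araR*Δ*gaaR* had an SD of 0.66, against 0.31 to 0.50 in the other strains at 2 h. Library size is an unlikely cause, since the smaller library held 4.70 M counts (M for mega) and the other libraries at 2 h 4.66 to 4.93 M. The totals do not speak to other technical causes. The counts left to genes outside the 10 most abundant differed by at most 1.05-fold between its libraries and those of the reference strain, less than the 1.5-fold of a call, which argues against a few genes taking most of the counts. With the trend with gene length taken off, 3563 genes were past the thresholds, against at most 2295 in another mutant. Against a mislabelled strain stand at most 4 counts of *gaaR* or *araR* in either library, which leaves the time label untested. Against the *pyrG* marker, only 269 of the 3697 called genes were called the same way in all 4 other mutants that carry it. What stays open is that the cultures were further along in time. The change correlated with that from 2 to 8 h in Δ*rhaR* with 0.47 (0.38 in replicate a and 0.52 in replicate b), against −0.11 to 0.21 in the other mutants except Δ*rhaR* itself, so part of it may come from that. The joint loss of *araR* and *gaaR* is argued against as the whole cause for 1843 of the 3697 genes, unless the effect needs RhaR. These were called against their change between Δ*gaaR*Δ*araR*Δ*rhaR*, which lacks both genes too, and Δ*araR*Δ*gaaR*. Some of them were still called the same way in Δ*gaaR*Δ*araR*Δ*rhaR* against the reference strain, so the joint loss may account for part of their change. The joint loss stays open for the other 1854 genes. Between 2 and 8 h in Δ*rhaR*, 1578 of the 3697 genes changed in the direction of their change in Δ*araR*Δ*gaaR* and 280 in the other, by more than 1.5-fold between every pair of libraries. A lead in time is argued against for the latter, unless their expression turned between 2 and 8 h. Of the latter, 206 are among the 1854. Of the genes left open by both tests, 840 were called the same way in Δ*gaaR*Δ*araR*Δ*rhaR* against the reference strain, although its change hardly went with time (correlation 0.02), and 808 were not. Both comparisons use the same reference libraries, and 337 of the 840 were called the same way in Δ*rhaR*, which carries both *araR* and *gaaR*, so for these genes the joint loss and a lead in time cannot be told apart. The same holds for the 808 genes, since a smaller change in Δ*gaaR*Δ*araR*Δ*rhaR* would not be called.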

How the results depend on the processing

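The comparisons of Δ*gaaR* with Δ*araR* and with Δ*rhaR* were chosen only after the result was seen. Of 337 counts under an alternative, 317 stayed within 1.5 times the count reported, among them each count with median-of-ratios size factors, with no filter on low counts, with a filter on FPKM and with the other fold changes. The exceptions follow, and the cause was not tested where none is given.

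With DESeq2, 322 genes were differentially expressed in Δ*araR* against the reference strain at 2 h, 333 in Δ*gaaR*Δ*rhaR* against Δ*rhaR* and 556 in Δ*gaaR*Δ*araR*Δ*rhaR* against Δ*gaaR*Δ*rhaR*, where 168, 184 and 346 were reported. With only the groups compared in the fit, which leaves 4 libraries, 101 were in Δ*araR*, 1281 in Δ*gaaR* and 2193 in Δ*araR*Δ*gaaR* against the reference strain at 2 h, 130 in Δ*gaaR*Δ*araR*Δ*rhaR* against Δ*gaaR*Δ*rhaR*, 1144 in Δ*gaaR*Δ*rhaR* against Δ*gaaR* and 1210 in Δ*gaaR*Δ*araR*Δ*rhaR* against Δ*araR*Δ*gaaR*. At 8 h it gave 425 in Δ*araR*Δ*gaaR* against Δ*gaaR*. With the spread estimated over all 28 libraries, 512 were in Δ*araR* and 1335 in Δ*gaaR* against the reference strain at 2 h, 600 in Δ*gaaR*Δ*rhaR* against Δ*rhaR*, 934 in Δ*gaaR*Δ*araR*Δ*rhaR* against Δ*gaaR*Δ*rhaR* and 1060 in Δ*gaaR*Δ*rhaR* against Δ*gaaR*. At 8 h it gave 396 in Δ*araR*Δ*gaaR* against Δ*gaaR*. The counts reported for these were 781 in Δ*gaaR* and 3697 in Δ*araR*Δ*gaaR*, 510 in Δ*gaaR*Δ*rhaR* against Δ*gaaR*, 3288 in Δ*gaaR*Δ*araR*Δ*rhaR* against Δ*araR*Δ*gaaR*, and 741 in Δ*araR*Δ*gaaR* against Δ*gaaR* at 8 h.

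The share of higher genes among those called moved by more than 10 points in 5 cases under another scaling. With the fold change from fitted counts, which are scaled by TMM and not by the total behind the FPKM, it was 52.2 percent in Δ*gaaR*Δ*araR*Δ*rhaR* against Δ*araR*Δ*gaaR* at 8 h (reported 41.2), 40.9 in Δ*gaaR*Δ*araR*Δ*rhaR* against Δ*gaaR*Δ*rhaR* (51.8) and 56.1 in Δ*gaaR*Δ*rhaR* against Δ*gaaR* (39.8). With DESeq2 it was 24.5 percent in Δ*araR* against the reference strain at 2 h (reported 10.1) and 48.0 in Δ*gaaR*Δ*rhaR* against Δ*rhaR* (38.0), and the cause was not tested. The larger side changed with fitted counts in 8 comparisons at 8 h, for Δ*gaaR*Δ*rhaR* against the reference strain from 41.6 to 50.9 percent higher and for Δ*gaaR*Δ*araR*Δ*rhaR* from 43.7 to 50.9.

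With the replicate letter as a replicate block, 304 genes were differentially expressed in Δ*gaaR*Δ*rhaR* against Δ*rhaR* at 2 h and 547 in Δ*gaaR*Δ*araR*Δ*rhaR* against Δ*gaaR*Δ*rhaR*. Over 21 pairs of strains the replicate differences correlated with a median of 0.17 at 2 h (from −0.09 to 0.57) and 0.05 at 8 h (from −0.06 to 0.20). This pairing check gave little sign at 8 h that letters pair libraries, and left it open at 2 h.

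Counting pectinolytic genes called lower in at least 1 of the 6 mutants gave 45 at 8 h in place of 26, since the rule asks for less. Genes under 1 FPKM in the reference strain and in every mutant numbered 6 at 8 h in place of 11, since that rule asks for more.

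Of 2895 values of single genes under an alternative, 26 were no longer past the thresholds, 32 were newly past them and none was reversed by another test or scaling. With the log2 ratio of mean FPKM + 1 in place of the fitted log2 fold change, 81 of 256 values moved by more than the combined SD of the replicates. Without 1 library, 981 of 1024 values stayed within the combined SD of the replicates, and no count was taken since 1 library leaves no call. Direction changed without 1 library for *xghA* in Δ*gaaR* at 8 h (−0.30 without replicate b of Δ*gaaR*) and for *pmeB* between Δ*gaaR* and Δ*araR* at 2 h (0.53 without replicate b of Δ*araR*). Depth limits the genes near the floor of 3 counts, for which folds are bounds, *xhrA*, which was not tested, and the test of AraR without GaaR, where 10 genes had fewer than 30 counts. The larger spread at 2 h limits the calls there, as the self-test recovered 78 percent of changed genes at 2 h and 92.5 percent at 8 h.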

Differences from the paper's values

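The comparisons of Δ*gaaR* with Δ*araR* and with Δ*rhaR* in this part were chosen only after the result was seen. Where no setting is named, none of the alternatives set before the data were examined made the call that the paper makes.

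The paper gives 13 M reads per sample (M for mega), and the expected counts of a library summed to 4.74 M on average, which no alternative changes. The paper's figure stands before its filtering, its mapping of 72.8% of the reads on average and its removal of multi-mapped reads, so the 2 values need not count the same reads. For *gaaR* in Δ*araR* at 2 h the paper gives a P-value of 4E-05, and the adjusted p was 0.017. It ranged from 3.6e-06 with DESeq2 to 0.042 with only the 2 groups in the fit, and none of the alternatives set before the data were examined closed the gap. The paper's Fig. 3 shows about 17 AraR-dependent genes at 2 h, read by eye, against 27 here. Of the alternatives set before the data were examined, the fit of the 2 groups alone closed the gap, with 20, and the others did not, with 26 to 32. The rule of dependence applied to the FPKM and P-values printed in the paper's supplement for the strains analysed here gave 28. Both 27 and 28 leave out Δ*araR*Δ*rhaR*, an *araR* deletion strain that the paper had. They and the count in Fig. 3 therefore need not rest on the same strains.

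For HG-active genes at 2 h, the paper ranks GaaR over AraR for *pmeA* and *pmeB*, but Δ*gaaR* and Δ*araR* were not called apart (log2 fold changes −1.43, SE 0.86, adjusted p = 2.9e-01 and −0.33, SE 0.63, adjusted p = 7.6e-01, and 0.53 for *pmeB* without Δ*araR* replicate b). At 8 h the paper restricts the decrease of *pmeB* to strains without *gaaR* and *araR*, but it was also lower in Δ*gaaR* (−1.98). The paper counts *pgaB* as lower in each *gaaR* deletion strain at 8 h, but not so in Δ*gaaR*Δ*rhaR* (0.72, SE 0.25, adjusted p = 1.6e-02). The paper's Fig. 3 places *pgaI* under GaaR alone at 8 h, but it was also lower in Δ*rhaR* (−1.36). The Δ*araR*Δ*rhaR* strain, which the paper had, was not analysed here.

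For RG-I genes at 2 h, the paper counts *rglB* as lower in each *gaaR* deletion strain, but it was not called in Δ*gaaR* (−1.21, SE 0.40, adjusted p = 9.4e-02, called under DESeq2, the fit of the 2 groups alone, the fit of all 28 libraries and the replicate block) or Δ*gaaR*Δ*rhaR* (−1.14, SE 0.40, adjusted p = 7.0e-02, called under DESeq2, the fit of the 2 groups alone, the fit of all 28 libraries and the replicate block). It gives NRRL3_03279 as lower in Δ*gaaR* as well, but it was not called (−0.92, SE 0.29, adjusted p = 7.6e-02, called under the fit of the 2 groups alone and the fit of all 28 libraries). It ranks RhaR over GaaR for *urhgB* and NRRL3_03279, but Δ*gaaR* and Δ*rhaR* were not called apart for *urhgB* (at least 2.54-fold higher (adjusted p = 3.0e-01)) or NRRL3_03279 (1.21, SE 0.31, adjusted p = 5.3e-02, called under DESeq2, no filter on low counts, the fit of the 2 groups alone, the fit of all 28 libraries and the replicate block). The paper gives *urhgA* as lower in one or both of Δ*araR*Δ*gaaR* and Δ*gaaR*Δ*rhaR*, but Δ*gaaR*Δ*rhaR* was not called (−0.76, SE 0.30, adjusted p = 9.9e-02, called under the fit of the 2 groups alone). At 8 h the paper gives *urhgB* as affected by the *rhaR* deletion, but Δ*gaaR*Δ*araR*Δ*rhaR* was not called (−0.48, SE 0.21, adjusted p = 5.7e-02, called under the fit of the 2 groups alone, the fit of all 28 libraries and the replicate block).

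For side-chain genes at 2 h, the paper names a decrease without AraR or GaaR of *abfC*, *abnA*, *xarB* and *faeB*. In Δ*gaaR*, *abfC* (−0.89, SE 0.35, adjusted p = 1.6e-01, called under the fit of the 2 groups alone) was not called, *xarB* was at 69.2 ± 0.891 FPKM and not called, and in Δ*gaaR*Δ*rhaR* neither *abfC* (−0.98, SE 0.35, adjusted p = 7.2e-02, called under DESeq2, the fit of the 2 groups alone and the fit of all 28 libraries) nor *abnA* (−0.80, SE 0.34, adjusted p = 1.2e-01, called under the fit of the 2 groups alone) was. The *faeB* gene was called in Δ*araR*Δ*gaaR* alone, and not in Δ*gaaR*Δ*araR*Δ*rhaR* (−1.23, SE 0.44, adjusted p = 5.9e-02, called under DESeq2, the fit of the 2 groups alone and the fit of all 28 libraries).

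For sugar conversion, one sentence of the paper reports *gaaD/larA* as reduced in Δ*gaaR* at both time points and another as not reduced at 2 h, and at 2 h it was not called (−0.30, SE 0.36, adjusted p = 7.0e-01). The paper describes its expression as abolished without *araR* and *gaaR*, but Δ*araR*Δ*gaaR* kept 217 ± 116 (replicates 299 and 135) FPKM at 2 h. The paper describes *ladA* as very low without *araR*, and at 8 h it was at 116 ± 5.93 FPKM in Δ*araR*Δ*gaaR*, against 309 ± 40 in the reference strain. It describes *xyrA* as unaffected at 2 h, but it was called higher in 5 of the 6 mutants, in Δ*gaaR* with 0.90, and in Δ*araR* only under DESeq2 and the fit of all 28 libraries. The fit of the 2 groups alone left *xyrA* uncalled, as the paper has it, in Δ*rhaR*, Δ*araR*Δ*gaaR* and Δ*gaaR*Δ*araR*Δ*rhaR*. It gives *xdhA* as lower in each *araR* deletion strain, but at 8 h it was not in Δ*araR*Δ*gaaR* (−0.36, SE 0.16, adjusted p = 5.6e-02) or Δ*gaaR*Δ*araR*Δ*rhaR* (−0.28, SE 0.16, adjusted p = 1.3e-01). The paper describes *lraA* and *lraB* as weakly affected by RhaR, but in Δ*rhaR* at 2 h neither *lraA* (0.61, SE 0.22, adjusted p = 7.2e-02) nor *lraB* (−0.13, SE 0.23, adjusted p = 7.4e-01) was lower, and at 8 h *lraB* was higher (0.84). The mean FPKM of *lraA* was lower in Δ*gaaR*Δ*rhaR* (204 at 2 h, 31.95 at 8 h) and Δ*gaaR*Δ*araR*Δ*rhaR* (81.4 and 31.84) than in the reference strain (255 and 56.7). It was lower still in Δ*araR*Δ*gaaR*, which carries *rhaR* (64.6 and 3.585). The mean of *lraB* was higher in both strains without *gaaR* and *rhaR*. The paper describes the Leloir genes as barely affected, but in Δ*gaaR* at 8 h *galG* (−2.31) and *galD* (−1.19) were lower and *galF* (1.25) higher.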

Other observations

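In this part, the tests of a lower *creA* transcript, of the counts left to less abundant genes and of an effect of *araR* through *gaaR* were chosen only after the result was seen.

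The *gaaR* deletion strains carry the *pyrG* marker and the reference strain does not, so the marker was weighed as a cause of the lower pectinolytic genes. Between Δ*gaaR*Δ*rhaR* and Δ*rhaR*, which both carry it, 22 of the 25 GaaR-dependent genes were called lower at 2 h and 22 of 22 at 8 h, which argues against the marker for these genes.

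For the genes of Fig. 6 at 8 h, 26 of the 26 were called higher in Δ*gaaR*Δ*rhaR* than in Δ*rhaR*, which argues against the *pyrG* marker. A lower *creA* transcript was called in Δ*gaaR* (log2 fold change −0.90, SE 0.16, adjusted p = 1.2e-04, not called under the fit of all 28 libraries) and Δ*araR*Δ*gaaR* (log2 fold change −1.30, SE 0.16, adjusted p = 2.7e-06) and not in Δ*gaaR*Δ*rhaR* and Δ*gaaR*Δ*araR*Δ*rhaR*, but 26 of the genes were called higher in both of the latter. The counts left to genes outside the 10 most abundant were at most 0.93 times those of the reference strain in Δ*gaaR*Δ*araR*Δ*rhaR*, and each of the genes rose by at least 4.68-fold in mean FPKM, with at most 3 counts in the reference strain taken as 3, which argues against a few abundant genes as the cause. Only the transcript of *creA* was weighed, so these values cannot decide on a change in the activity of CreA. A release of these genes from GaaR may be biological, as a hypothesis found and tested on the same libraries.

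Among the 18 genes lower in Δ*araR* and in every *gaaR* deletion strain at 2 h, an effect of *araR* through *gaaR* would leave Δ*gaaR*Δ*araR*Δ*rhaR* and Δ*gaaR*Δ*rhaR* alike. For *lacB* the log2 fold change between them was −3.10 (adjusted p = 3.6e-04), which argues against it as the whole cause for that gene. Of the others, 7 had at least 30 counts in both Δ*gaaR*Δ*rhaR* libraries and none of these was called lower, and 10 had fewer counts. For these 17 genes an effect through *gaaR* and a direct one cannot be told apart. A smaller direct effect may go uncalled with 2 replicates, given the spread at 2 h and, for the 10 genes, the few counts.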
